# *microRNA-142* guards against autoimmunity by controlling T_reg_ cell homeostasis and function

**DOI:** 10.1371/journal.pbio.3001552

**Published:** 2022-02-18

**Authors:** Wei-Le Wang, Ching Ouyang, Natalie M. Graham, Yuankun Zhang, Kaniel Cassady, Estefany Y. Reyes, Min Xiong, Alicia M. Davis, Kathie Tang, Defu Zeng, Mark P. Boldin

## Abstract

Regulatory T (T_reg_) cells are critical in preventing aberrant immune responses. Posttranscriptional control of gene expression by microRNA (miRNA) has recently emerged as an essential genetic element for T_reg_ cell function. Here, we report that mice with T_reg_ cell–specific ablation of *miR-142* (hereafter *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice) developed a fatal systemic autoimmune disorder due to a breakdown in peripheral T-cell tolerance. *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice displayed a significant decrease in the abundance and suppressive capacity of T_reg_ cells. Expression profiling of *miR-142*–deficient T_reg_ cells revealed an up-regulation of multiple genes in the interferon gamma (IFNγ) signaling network. We identified several of these IFNγ-associated genes as direct miR-142-3p targets and observed excessive IFNγ production and signaling in *miR-142*–deficient T_reg_ cells. *Ifng* ablation rescued the T_reg_ cell homeostatic defect and alleviated development of autoimmunity in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. Thus, our findings implicate *miR-142* as an indispensable regulator of T_reg_ cell homeostasis that exerts its function by attenuating IFNγ responses.

## Abstract 2

This study identifies microRNA-142 as a central regulator of the development, homeostasis and function of regulatory T cells. Mechanistically, the miR-142-3p isoform controls regulatory T cell homeostasis and immune tolerance by attenuating IFNγ responses.

## Introduction

Regulatory T (T_reg_) cells are vital in maintaining immune self-tolerance and restraining aberrant immune responses against infections [1,2]. *Foxp3*, an X chromosome–linked member of the forkhead box/winged helix family of transcription factors, is a master regulator of the genetic program that governs development and suppressive activity of T_reg_ cells. Humans and mice that carry loss-of-function *Foxp3* mutations develop a fatal autoimmune disease due to impaired T_reg_ cell activity [3–7]. The majority of T_reg_ cells are generated in the thymus (tT_reg_ cells) through a selection process that favors cells with a strong functional T cell receptor (TCR) avidity toward self-antigens. In contrast, peripheral T_reg_ (pT_reg_) cells arise from naive CD4^+^ T cells upon encounter of non–self-antigens in the context of appropriate cytokine stimulation [8–10]. Harnessing the power of T_reg_ cells to control immunological responses has a great potential for human therapy because, on one hand, T_reg_ cells can promote transplantation tolerance, but on the other, can hinder antitumor immunity.

Posttranscriptional regulation of gene expression by microRNA (miRNA), a class of small (approximately 22 nucleotides) noncoding RNA, recently emerged as a critical genetic element that is essential for T_reg_ cell function. T_reg_ cell–specific knockouts (KOs) of either *Drosha* or *Dicer* genes, encoding 2 endonucleases required for mature miRNA generation from precursor transcripts, phenocopy mice with *Foxp3* ablation, and develop severe systemic autoimmunity because of a defect in T_reg_ cell activity [11–13]. Furthermore, deletion of *Dicer* at the double positive (DP) thymocyte stage in mice significantly diminished the frequency of tT_reg_ cells, suggesting that miRNA-dependent gene control is also required for normal development of T_reg_ cells [11]. Thus, the current pressing challenge in the field is to determine how specific miRNA gene(s) exert control of the T_reg_ cell genetic program. The present report addresses this goal by examining the role of *miR-142* in T_reg_ cell development and function.

*miR-142* is predominantly expressed in cells of hematopoietic origin and encodes 2 abundant mature miRNA molecules—miR-142-5p and miR-142-3p—which arise from the opposite strands of the hairpin-like miR-142 precursor. Using genetic loss-of-function studies, *miR-142* was previously implicated in the regulation of ontogenesis and function of several immune cell types. Our earlier report determined that deletion of this miRNA gene in mice results in aberrant B lymphopoiesis and impaired humoral immunity [14]. In addition, *miR-142*–deficient mice develop thrombocytopenia stemming from defective megakaryocyte maturation [15] and exhibit dysregulation of dendritic cell (DC) function [16]. Disruption of 2 *miR-142* paralog genes in zebra danio using zinc-finger nucleases was reported to cause aberrant neutrophil differentiation [17]. In the T-cell compartment, *miR-142* is required for the homeostasis of peripheral T effector (T_eff_) cells, but is apparently dispensable for conventional T (T_conv_) cell development in the thymus [14,18,19]. A recent study by Anandagoda and colleagues has demonstrated that *miR-142* is essential for the immunosuppressive activity of T_reg_ cells, but failed to reveal a significant role for this miRNA in T_reg_ cell development and homeostasis [20]. The authors suggest that posttranscriptional repression of the cAMP-hydrolyzing enzyme *Pde3b* by miR-142-5p isoform plays a key role in the regulation of the T_reg_ cell suppressive function.

Here, we show that mice with a conditional deletion of *miR-142* in T_reg_ cells develop severe autoimmune disease due to a profound defect in T_reg_ cell homeostasis and function. In addition, our findings suggest that *miR-142* plays an important role in tT_reg_ cell development. We have determined that the miR-142-3p isoform and its capacity to silence multiple interferon gamma (IFNγ)-associated genes play a critical role in mediating the regulatory activity of *miR-142* in T_reg_ cells. Global ablation of IFNγ rescues the T_reg_ cell defect and autoimmunity in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice, thus providing further evidence for the essential role of the *miR-142*-IFNγ signaling pathway in the regulation of T_reg_ cell homeostasis and function.

## Results

### *miR-142* is dynamically expressed in T cells, and its global ablation results in a T_reg_ cell defect

Our efforts to define the role of *miR-142* in the regulation of T-cell tolerance stem from an unexpected observation that global *miR-142* ablation results in a marked T_reg_ cell defect. We found that germline *miR-142* KO mice display a significant drop in T_reg_ cell numbers in both thymus and secondary lymphoid organs (S1A–S1C Fig), indicating that *miR-142* plays an important role in T_reg_ cell development and homeostasis. The observed defect was specific to T_reg_ cells, because thymic development of T_conv_ cells was largely normal in the germline *miR-142* KO mice [14,18,19]. Our expression profiling experiments revealed that the mature miR-142-3p isoform is abundantly expressed in thymic and pT_reg_ cells, whereas the mature miR-142-5p isoform is present in significantly lower amounts (S1D Fig). The level of miR-142-3p expression in T_reg_ cells is roughly comparable to the expression of this miRNA in naive and activated T_eff_ cells. Of note, *miR-142* is dynamically expressed during T-cell development: its abundance gradually increases following T-cell maturation in the thymus and reaches a peak at the single positive (SP) thymocyte stage; however, mature T cells that egress from the thymus into periphery display a somewhat reduced *miR-142* expression in comparison to SP thymocytes (S1D Fig).

### Lethal autoimmune disease in mice with T_reg_ cell–specific *miR-142* deletion

To determine the role of *miR-142* in T_reg_ cell function, we created mice with a T_reg_ cell–specific ablation of this miRNA (hereafter *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice). *Foxp3*^*Cre*^ deleter/reporter mice [21] that were used to generate the T_reg_ cell–specific excision of *miR-142* conditional allele (*miR-142*^*fl/fl*^) express Cre recombinase as a fusion protein with yellow fluorescent protein (YFP) under the control of endogenous *Foxp3* promoter, providing an effective way to purify T_reg_ cells by flow cytometry. As expected, CD4^+^YFP^+^ T_reg_ cells isolated from *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice were virtually devoid of mature miR-142-3p, whereas expression of this miRNA in CD4^+^ T_conv_ cells remained unchanged (S1E Fig). Despite appearing normal at birth, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice exhibited an apparent failure to thrive: they had a very short life span (Fig 1A), were smaller in size (Fig 1B), and had significantly lower body weight than wild-type (WT; *Foxp3*^*Cre*^) littermates (Fig 1C). Gross morphological analysis revealed that *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice developed a systemic lymphoproliferative autoimmune disorder that was characterized by significant lymphadenopathy (Fig 1D and S1J Fig), mild splenomegaly (Fig 1D, S1F and S1H Fig), thymic involution (S1G and S1I Fig), dermatitis (Fig 1B), and massive immune cell infiltration into various peripheral organs (Fig 1E). Taken together, the phenotypic findings from *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice resemble the autoimmune pathology observed in mice with severe T_reg_ cell defects (e.g., *scurfy* mutants or *Foxp3* KO mice [3–7]), suggesting that *miR-142* is involved in the regulation of T_reg_ cell homeostasis or stability.

**Fig 1:**
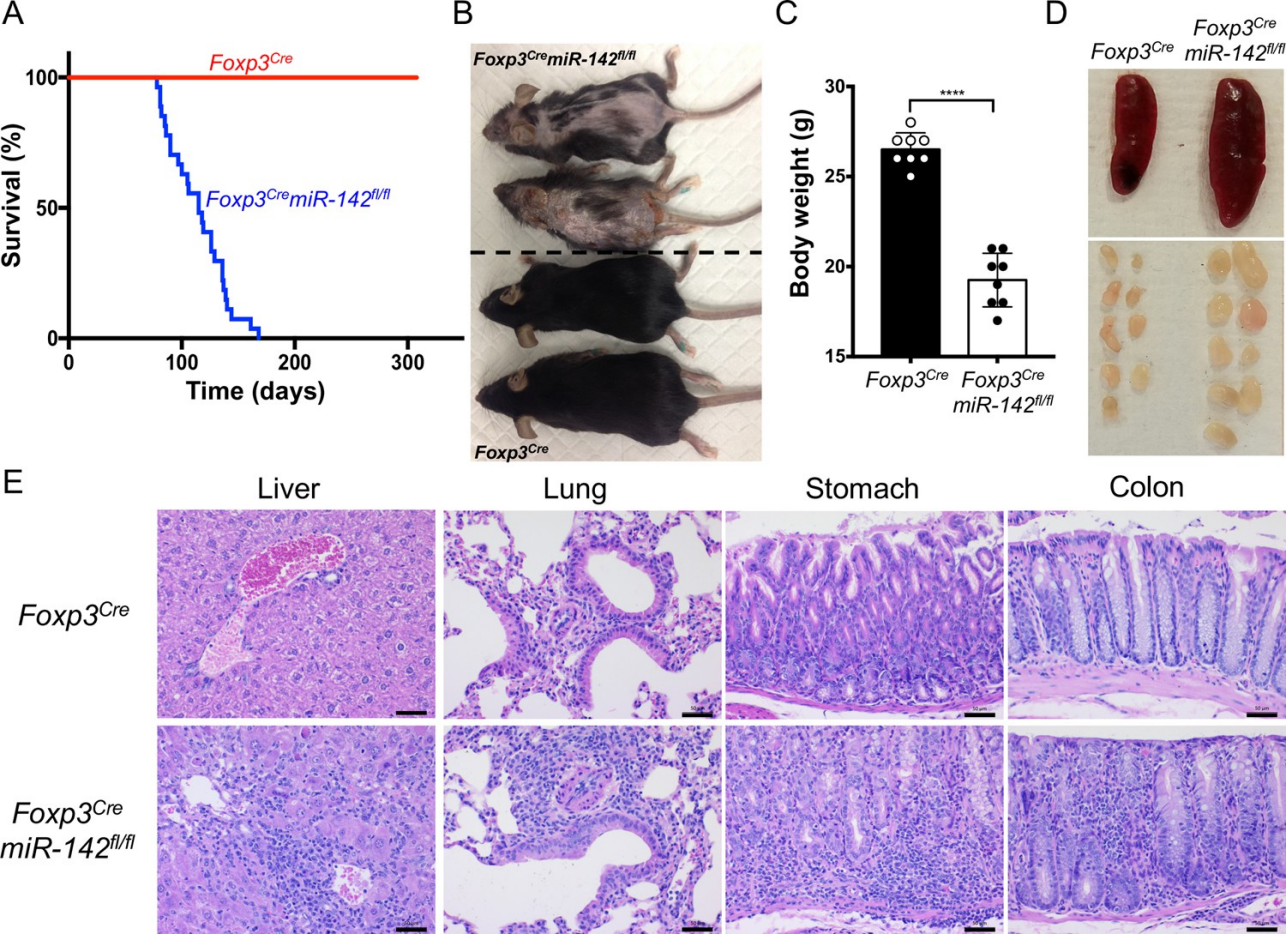
Fatal autoimmune disorder in mice with T_reg_ cell–specific disruption of *miR-142*. (**A**) Kaplan–Meier survival curves of *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice (*n* = 27 per group) (*P* < 0.0001). (**B**) Photograph of 14-week-old female *Foxp3*^*Cre*^ (lower 2) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (upper 2) mice. Note smaller body size and severe dermatitis in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. (**C**) Body weight comparison of 8- to 10-week-old male *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice (*n* = 8 per group). (**D**) Representative images of spleen and peripheral lymph nodes from *Foxp3*^*Cre*^ (left) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (right) mice. (**E**) HE staining of liver, lung, stomach, and colon tissue sections from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. Note massive accumulation of leukocytes in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ tissues. Scale bar, 50 μm. Results are shown as mean ± SD. *P* values were determined by log-rank test (A) or 2-tailed Student *t* test (C); ****, *P* < 0.0001. The underlying raw data can be found in S1 Data file. HE, hematoxylin–eosin; SD, standard deviation; T_reg_, regulatory T.

### T_reg_ cell defect and aberrant T-cell activation in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice

In agreement with this notion, we observed a marked reduction in T_reg_ cell population in the *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleen (Fig 2A). Furthermore, the absolute number of thymic T_reg_ cells in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice was also significantly lower, despite a slight increase in the frequency of T_reg_ cells in the atrophied thymus (S2A and S2B Fig). Because T_reg_ cells play a crucial role in suppressing self-destructive responses elicited by autoreactive T cells, we examined the activation status of peripheral T cells in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice by flow cytometry. In comparison to WT mice, the number of CD4^+^ and CD8^+^ T cells with memory/effector phenotype (CD44^hi^CD62L^lo^) was significantly higher in the spleen and lymph nodes of *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice, whereas the pool of naive (CD44^lo^CD62L^hi^) CD4^+^ and CD8^+^ T cells in the KO animals diminished considerably (Fig 2B and 2C, S2C and S2D Fig). *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice exhibited an expansion of peripheral CD4^+^ and CD8^+^ T-cell compartments (S2G Fig), most likely due to a failure of *miR-142*–deficient T_reg_ cells to suppress proliferation of hyperactivated T lymphocytes. In addition, both CD4^+^ and CD8^+^ T cells isolated from *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice displayed a sharp increase in production of IFNγ (Fig 2D and 2E, S2E and S2F Fig), a pro-inflammatory cytokine that promotes type 1 T helper cell 1 (Th1) responses. In contrast, no obvious changes in interleukin (IL)-4 (secreted by Th2 cells) or IL-17 (secreted by Th17 cells) production by splenic CD4^+^ T cells were observed in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ animals (S2H Fig). Thus, our findings suggest that conditional *miR-142* deletion impairs T_reg_ cell function and subsequently drives severe dysregulation of T_eff_ responses.

**Fig 2:**
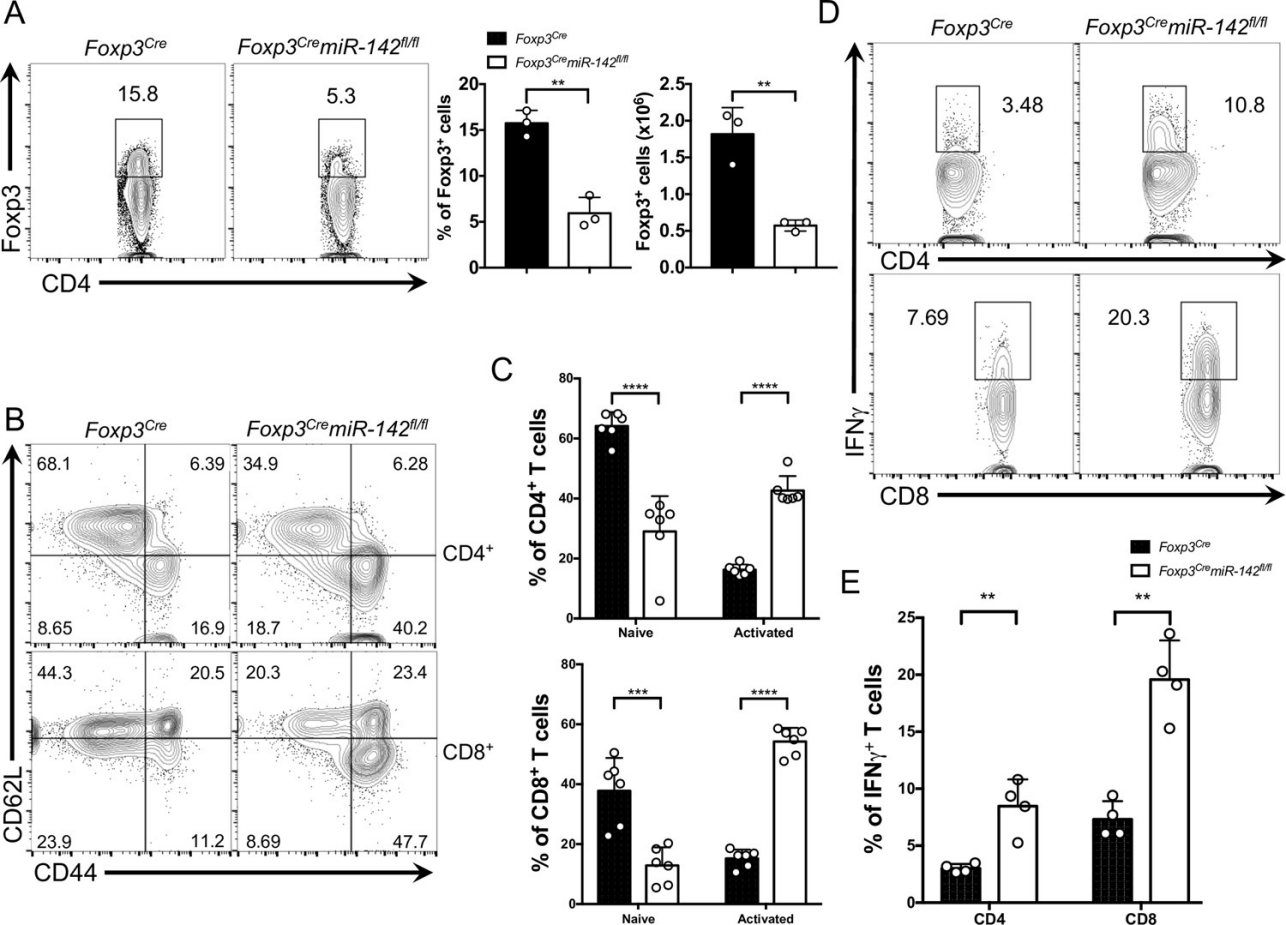
*miR-142* is required for maintenance of T_reg_ cell–mediated immune tolerance. (**A**) Left panel, FACS analysis of splenic lymphocytes from 12-week-old *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice with anti-CD4 and anti-Foxp3 specific antibodies. Numbers indicate percentage of CD4^+^Foxp3^+^ T_reg_ cells in the gate. Right panel, frequency and absolute number of T_reg_ cells in *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleens (*n* = 3 per group). (**B**) FACS analysis of splenic CD4^+^ and CD8^+^ T cells from 8- to 10-week-old *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice with anti-CD44 and anti-CD62L specific antibodies. Numbers indicate percentage of cells in the quadrants. (**C**) Frequency of naive (CD44^−^CD62L^+^) and activated (CD44^+^CD62L^−^) splenic CD4^+^ (top) and CD8^+^ (bottom) T lymphocytes isolated from 8- to 10-week-old *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice (*n* = 6 per group). (**D**) Intracellular FACS analysis of IFNγ production in splenic CD4^+^ (top) and CD8^+^ (bottom) T cells. Numbers indicate percentage of IFNγ^+^ T cells in the gate. (**E)** Frequency of IFNγ expressing splenic CD4^+^ and CD8^+^ T cells isolated from 8- to 10-week-old *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice (*n* = 4 per group). Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test. **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. FACS, fluorescence activated cell sorting; IFNγ, interferon gamma; SD, standard deviation; T_reg_, regulatory T.

### *miR-142* is essential for the homeostasis and suppressive activity of T_reg_ cells

To determine how *miR-142* ablation affects suppressive function of T_reg_ cells, we cocultured purified *miR-142*–deficient and *miR-142*–sufficient T_reg_ cells together with WT T_conv_ cells that were induced to proliferate by antigen receptor stimulation. We found that *miR-142*–deficient T_reg_ cells exhibited a comparable capacity to restrain the proliferation of activated T_conv_ cells as *miR-142*–sufficient T_reg_ cells in this classical *in vitro* T_reg_ cell suppression assay (Fig 3A, S3A Fig). Similar *in vitro* findings were previously reported for *miR-146a* and *miR-181a/b-1*, two other miRNAs that are implicated in the regulation of T_reg_ cell activity [22,23]. Nevertheless, adoptive transfer of *miR-142*–deficient T_reg_ cells failed to attenuate development of systemic inflammatory syndrome in a mouse model of acute graft-versus-host disease (aGVHD). Lethally irradiated *BALB/c* mice (H2^d^) transplanted with allogeneic CD4^+^ T_conv_ cells from *C57BL/6* donors (H2^b^) rapidly developed sublethal aGVHD that was manifested by hunched posture, severe diarrhea, and significant weight loss in the host mice (Fig 3B and 3C). The concomitant transfer of WT T_reg_ cells together with allogeneic donor T cells reduced the severity of aGVHD symptoms, as indicated by diminished diarrhea and less pronounced body weight loss in the host mice (Fig 3C). In contrast, adoptive transfer of *miR-142*–deficient T_reg_ cells failed to protect the host mice from the development of aGVHD and resulted in mortality, perhaps by exacerbating the inflammatory response (Fig 3B and 3C). The failure of *miR-142*–deficient T_reg_ cells to suppress aGVHD indicated an essential role of *miR-142* in the regulation of T_reg_ cell suppressive activity *in vivo*. In addition, a significantly lower frequency of donor *miR-142*–deficient T_reg_ cells in the spleens of host mice 17 days posttransplantation (Fig 3D) suggested the survival or homeostatic defect of *miR-142*–deficient T_reg_ cells.

**Fig 3:**
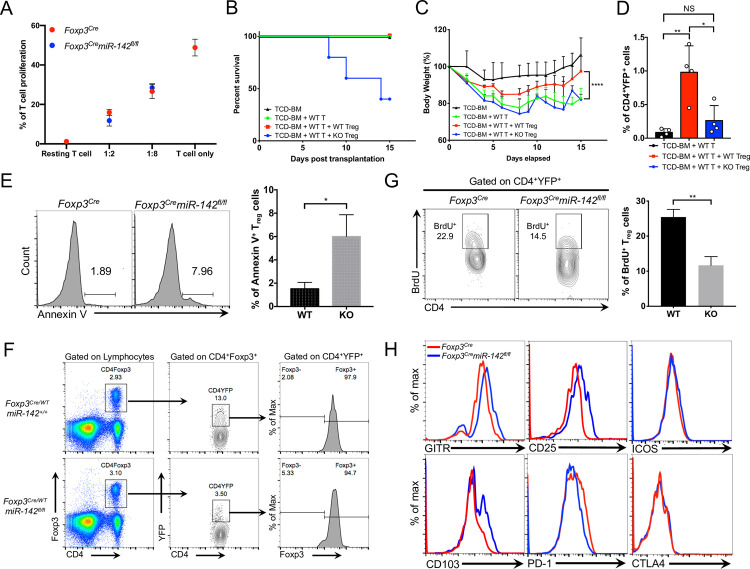
*miR-142* ablation impairs suppressive function and homeostasis of T_reg_ cells. (**A**) *in vitro* T_reg_ suppression assay. Purified CD4^+^ T_conv_ cells were loaded with CTV dye and incubated with FACS-sorted T_reg_ cells from *Foxp3*^*Cre*^ (red dots) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue dots) spleens (*n* = 3) in the presence of beads coated with anti-CD3 and anti-CD28 specific antibodies. After 3 days, the rate of T_conv_ cell proliferation was determined by flow cytometry as dilution of the CTV dye. Several T_reg_ to T_conv_ cell ratios were analyzed as indicated in the graph. Unstimulated T_conv_ cells were used as control. (**B**) Survival of mice in aGVHD model. Lethally irradiated BALB/c recipient mice were transplanted with T-cell–depleted bone marrow from C57BL/6J mice (TCD-BM), Thy1.2^+^CD4^+^ T cells from C57BL/6J spleens (WT T), and CD4^+^YFP^+^ T_reg_ cells derived from either *Foxp3^Cre^* (WT) or *Foxp3^Cre^miR-142^fl/fl^* (KO) spleens (*P* = 0.0096; *n* = 5 per group). (**C**) Body weight analysis of mice in aGVHD model. Mouse grouping as in B (*n* = 5 per group). (**D**) Frequency of donor *Foxp3*^*Cre*^ (WT) or *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) CD4^+^YFP^+^ T_reg_ cells in spleens of BALB/c recipient mice on day 17 after BMT (*n* = 4 for all groups). (**E**) Left panel, FACS analysis of activation-induced cell death in splenic *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ T_reg_ cells. Apoptotic T_reg_ cells were detected by Annexin V staining upon stimulation with anti-CD3 (1 μg/ml) specific antibodies for 48 hours. Numbers indicate percentage of Annexin V^+^ cells. Right panel, the frequency of Annexin V^+^ *Foxp3*^*Cre*^ (WT) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) T_reg_ cells (*n* = 3 per group). (**F**) FACS analysis of CD4^+^Foxp3^+^ T_reg_ cells (left panels), YFP-Cre expression in CD4^+^Foxp3^+^ T_reg_ cells (middle panels), and Foxp3 expression in CD4^+^YFP^+^ *miR-142*–sufficient and *miR-142*–deficient T_reg_ cells (right panels) from female *Foxp3*^*Cre/WT*^*miR-142*^*+/+*^ and *Foxp3*^*Cre/WT*^*miR-142*^*fl/fl*^ mice. (**G**) Left panel, intracellular FACS analysis of BrdU incorporation into T_reg_ cells isolated from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleens. FACS plots were pregated on CD4^+^YFP^+^ T_reg_ cells, and numbers indicate percentage of cells in the gate. Right panel, the frequency of BrdU^+^ T_reg_ cells in *Foxp3*^*Cre*^ (WT) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) spleens 16 hours after BrdU injection (1mg i.p.) (*n* = 3 per group). (**H**) FACS analysis of cell surface markers on T_reg_ cells isolated from *Foxp3*^*Cre*^ (red) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue) spleens with anti-GITR, anti-CD25, anti-CD103, anti-PD-1, anti-CTLA-4, and anti-ICOS specific antibodies. Histograms were pregated on CD4^+^YFP^+^ T_reg_ cells. Results are shown as mean ± SD. *P* values were calculated using log-rank test (B), 1-way ANOVA (C), and 2-tailed Student *t* test (D, E, G). *, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001; NS, not significant. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. aGVHD, acute graft-versus-host disease; BMT, bone marrow transplantation; CTV, cell trace violet; FACS, fluorescence activated cell sorting; KO, knockout; SD, standard deviation; T_reg_, regulatory T; YFP, yellow fluorescent protein; WT, wild-type.

To test whether *miR-142* ablation affects survival of T_reg_ cells, we compared induction of apoptosis in *miR-142*–sufficient and *miR-142*–deficient T_reg_ cells in response to TCR stimulation. We found that purified splenic *miR-142* KO T_reg_ cells were more prone to activation-induced cell death (Fig 3E), although resting T_reg_ cells from *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleen displayed no obvious difference in Annexin V staining (S3B Fig). To further establish the cell-intrinsic role of *miR-142* in T_reg_ cell homeostasis, we enumerated *miR-142*–deficient T_reg_ cells in *Foxp3*^*Cre/WT*^*miR-142*^*fl/fl*^ heterozygous female mice. Due to random X chromosome inactivation of *Foxp3*^*Cre*^ allele, female *Foxp3*^*Cre/WT*^*miR-142*^*fl/fl*^ mice generate both YFP^−^ *miR-142*–sufficient and YFP^+^ *miR-142*–deficient T_reg_ cells. Our analysis revealed a marked reduction in the frequency of splenic YFP^+^ *miR-142*–deficient T_reg_ cells in the mosaic mice (Fig 3F, S3C Fig), indicating that *miR-142* plays a cell-autonomous role in T_reg_ cell homeostasis. In addition, *in vivo* labeling experiments using 5-bromo-2-deoxyuridine (BrdU) revealed that *miR-142*–deficient T_reg_ cells have almost 2-fold lower proliferation capacity than WT T_reg_ cells (Fig 3G). Collectively, these findings implicate *miR-142* in the regulation of homeostatic maintenance and proliferation of T_reg_ cells.

Analysis of cell surface markers on pT_reg_ cells from *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice by flow cytometry suggested that *miR-142*–deficient T_reg_ cells display an activated/effector phenotype [24]. Consistent with this notion, *miR-142*–deficient T_reg_ cells exhibited an up-regulation of several T-cell activation markers, including glucocorticoid-induced tumor necrosis factor receptor family-related gene (GITR), interleukin-2 receptor α (CD25), and integrin α_E_ (CD103) (Fig 3H, S3D Fig). On the other hand, the levels of programmed death-1 (PD-1) receptor, which protects T_reg_ cells from apoptosis [25], were significantly lower on *miR-142*–deficient T_reg_ cells (Fig 3H, S3D Fig), although expression of other immune checkpoint molecules such as cytotoxic T-lymphocyte associated protein 4 (CTLA4) and inducible T-cell co-stimulator (ICOS) was not affected.

### Specific deletion of *miR-142* in T_reg_ cells results in global derepression of miR-142-3p targets

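CD4+YFP+ Treg cells were sorted from the spleens of 8- to 11-week-old female mice, 3 Foxp3Cre (WT) and 3 Foxp3Cre miR-142fl/fl (KO), and 1 RNA-seq library was made per mouse. The authors aligned the 51-base single-end reads to the mouse genome (mm10), counted them on genes without regard to strand, and deposited raw counts without normalization. The total counts were 15493795, 24042994 and 17779518 in WT replicates 1, 2 and 3, and 18601425, 13883069 and 14822989 in KO replicates 1, 2 and 3. Of the 24421 genes in the matrix, 6836 had 0 counts in all 6 libraries. The 11658 genes with CPM (counts scaled to library size) above 1 in at least 3 libraries were tested, the filter the paper describes. Library sizes were recomputed after the filter and normalized with the TMM method, and KO libraries were compared with WT libraries with edgeR's quasi-likelihood F (QLF) test and Benjamini-Hochberg adjustment (FDR). CPM values are given as mean ± SD of 3 libraries per group. Fold changes are KO over WT, with a standard error (SE) from the model. With 3 mice against 3, the smallest p that an exact two-sided permutation test can give is 0.1, so single genes rest on the model fitted across all genes. KO replicate 1 also held transcripts of marker genes of other cell types, from a source that stays open. The summed CPM of 13 neutrophil genes was 1038 in KO replicate 1, against 49.5 or less in every other library.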

To uncover the molecular mechanism by which *miR-142* controls T_reg_ cell function, we performed global transcriptome analysis of splenic CD4^+^YFP^+^ *miR-142*–sufficient and *miR-142*–deficient T_reg_ cells using RNA sequencing (RNA-seq). 

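Mir142b, the antisense annotation that overlaps the targeted Mir142 gene on chromosome 11 (GRCm38, 87756841 to 87756955), had 6.33 ± 2.50 CPM in WT and 0.370 ± 0.0244 CPM in KO Treg cells (SD, n = 3 per group), a log2 fold change of -4.07 (SE 0.40, FDR = 0.00132). Mir142 itself had 0 counts in all 6 libraries. It lies wholly within Mir142b (87756864 to 87756927), and reads were counted without regard to strand. Its 0 counts therefore do not show that Mir142 was not transcribed, and the Mir142b counts do not tell which strand was lost. Among the 11658 genes tested, 2197 had an FDR under 0.05 in the QLF test, of which 1350 were higher and 847 lower in KO. Requiring an FDR under 0.05 in edgeR's QLF, likelihood ratio and exact tests together gave 1996 genes, 1246 higher and 750 lower. In the QLF test alone, at least a 2-fold change was seen for 570 of the 1350 higher and 229 of the 847 lower genes. An FDR under 0.01 left 686 genes in the QLF test, and leaving out WT replicate 2 left 691. The excess of higher genes depended on the normalization. Scaling by library size alone gave 1064 higher and 1201 lower genes. RLE size factors, another scaling method, kept the excess, with 1315 higher and 883 lower genes. The 5 higher genes with the smallest p-values were Bzrap1, Tmem176b, Adam9, 6430571L13Rik and Tmem176a, and the 5 lower genes were Fam101b, Peg13, Rapgef4, Rnf43 and Sh3bgrl2. Bzrap1, named Tspoap1 in GENCODE, starts 3.61 kb downstream of Mir142 on the same strand (chromosome 11, 87760541 to 87785928). It rose from 57.7 ± 20.1 CPM in WT to 22809 ± 2370 CPM in KO, a log2 fold change of 8.63 (SE 0.24, FDR = 0.00011), and took between 2.07% and 2.43% of all counts in the KO libraries.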

We identified a total of 1,520 genes showing statistically significant change in expression due to *miR-142* ablation, 988 of which were up-regulated and 532 of which were down-regulated in *miR-142*–deficient T_reg_ cells (Fig 4A, S1 Table). 

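The 3′ UTRs of the tested genes were searched for 7-base sites of the seed complements of miR-142-3p, which has a pair of seeds offset by 1 base (here 3p.1 and 3p.2), and of miR-142-5p. The longest annotated 3′ UTR was used for each of the 11103 tested genes that have one. SylArray and ToppFun were not used here. A 3p.1 site was present in 1344 genes, whose median log2 fold change was 0.13, with 287 of them called higher and 80 lower in KO. A 3p.2 site was present in 1712 genes, with a median of 0.14, 354 called higher and 88 lower. The 6954 genes with none of the sites had a median of 0.00106, with 655 called higher and 524 lower. The camera gene set test, with a preset inter-gene correlation of 0.01, gave two-sided p-values of 0.0026 for 3p.1 and 0.000616 for 3p.2, and both also passed 0.05 with the fry test. For each of these sets 3 of the 10 ways of splitting the 6 libraries into 3 and 3, the real one included, gave a camera p as small, so these p-values alone do not set the KO and WT groups apart. For the 2608 genes with a 5p site, the median was 0.00947, with 359 called higher and 179 lower, and the camera p was 0.865. Among 10000 random lists matched on 3′ UTR length and expression, 0 had a median as high as the 3p.1 or the 3p.2 genes. The two-sided p from these lists was 2e-04 for each set, the smallest that they can give. These lists were drawn over genes with the KO and WT groups fixed, so this p does not measure the spread between mice. All possible 7-mers were ranked by the z score of their enrichment in the 1317 up-regulated genes with a 3′ UTR. ACACTAC (3p.1) ranked at position 1, with an odds ratio of 2.57 (95% CI 2.15 to 3.09) after stratifying on 3′ UTR length. AACACTA (3p.2) ranked at position 2, with 2.29 (95% CI 1.94 to 2.69). The 5p 7-mer ACTTTAT had an odds ratio of 1.07 (95% CI 0.914 to 1.26) and ranked at position 3120. In the 792 down-regulated genes with a 3′ UTR, the odds ratios of ACACTAC and AACACTA were 0.648 and 0.495. Genes are not independent replicates, so these odds ratios describe the gene lists.

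**Figure D1:**
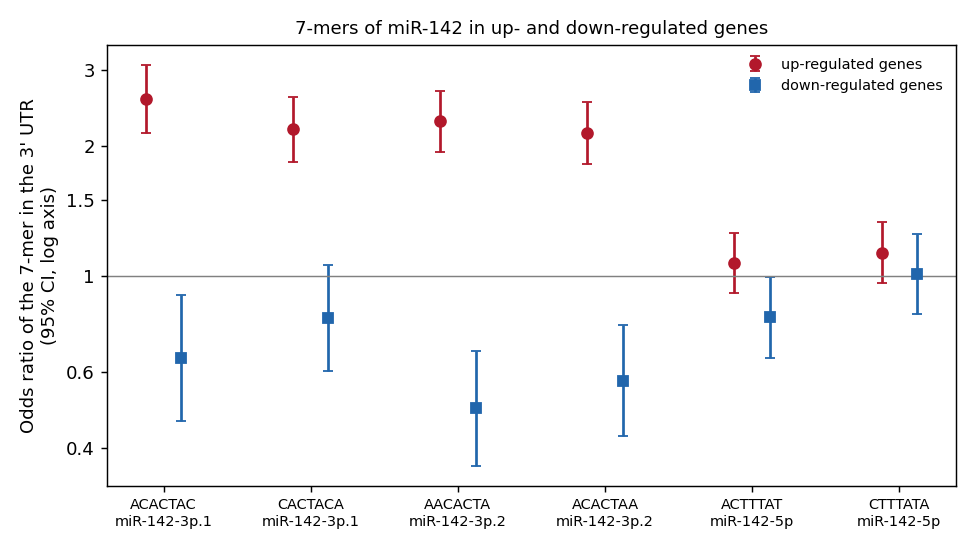
Odds ratio (log axis) of each miR-142 7-mer in the 3′ UTRs of up-regulated (circles) and down-regulated (squares) genes against the other tested genes, with 95% confidence intervals. The 3p 7-mers lie between 2.15 and 2.57 in the up-regulated genes, and the 5p 7-mers at 1.07 and 1.13.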

Analysis of differentially expressed genes in *miR-142*–deficient T_reg_ cells with the SylArray and ToppFun software algorithms [26,27] revealed a significant enrichment of miR-142-3p (85 out of 429 annotated target genes), but not miR-142-5p, direct targets among the up-regulated genes (Fig 4B), suggesting that impaired homeostasis and function of T_reg_ cells in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice are most likely driven by the loss of mature miR-142-3p expression. This conclusion aligns well with significantly more abundant expression of miR-142-3p in T_reg_ cells (S1D Fig) and a large number of previously published observations from a broad spectrum of *miR-142*–deficient immune cell types [14–18,28–30]. Nevertheless, the possibility that miR-142-5p contributes to the regulation of T_reg_ cell biology (as was recently proposed by Anandagoda and colleagues [20]) either by controlling the expression of a limited number of target mRNAs or by exerting its regulatory effect entirely at the translational level cannot be excluded, although our results suggest that the T_reg_ cell defect in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice is primarily mediated by miR-142-3p.

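Among the genes labelled in Fig 4A, all 4 marked as miR-142-5p targets (Ahr, Kit, Zbtb46 and Id2) were higher in KO Treg cells, with log2 fold changes between 1.07 and 1.95 and an FDR under 0.05. The 4 marked as targets of both strands (Ctnnb1, Igf2bp3, Pde3b and Meis1) had log2 fold changes between 1.32 and 3.28. All 12 marked as miR-142-3p targets were also called higher. Their log2 fold changes lay between 0.54 and 6.18, apart from Eya1, whose WT libraries held at most 1 count and which was at least 17.8-fold higher in KO, or at least 10.7-fold without KO replicate 1. Tnfrsf11a had 259 counts in KO replicate 1 against 23 and 45 in KO replicates 2 and 3. It was not called in the 3 fits that each left out a WT library, and whichever KO library was left out it fell below the CPM filter and was not tested. These 20 genes were selected by the paper from these samples, so their calls are not independent evidence. Leaving out WT replicate 2 lowered the number called from 20 to 13. The paper proposes that the loss of miR-142-3p accounts for most of the Treg cell defect. Its grounds are the enrichment of miR-142-3p sites (Fig 4B) and the higher abundance of miR-142-3p than miR-142-5p (S1D Fig). It also cites earlier work on immune cells without miR-142 and its Pde3b reporter assay.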

**Fig 4:**
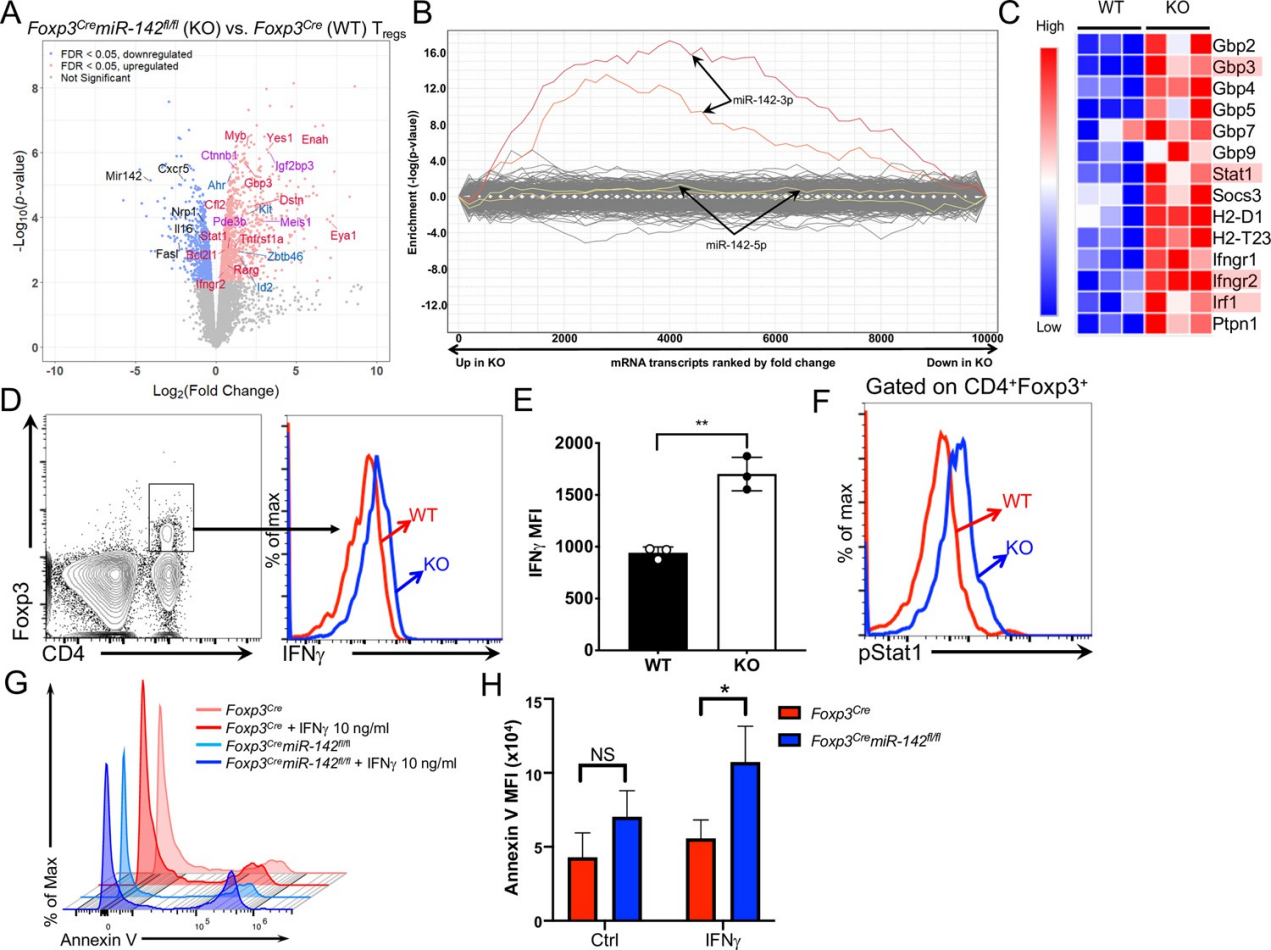
Global derepression of miR-142-3p targets and dysregulated IFNγ signaling in *miR-142*–deficient T_reg_ cells. (**A**) Volcano plot showing statistical significance versus magnitude of change for visualizing the distribution of differentially expressed genes. Selected *miR-142* targets (red for -3p, blue for -5p, and purple for both) and other genes of functional interest (black; including *miR-142*) are labeled. (**B**) Global derepression of miR-142-3p target genes in *miR-142*–deficient T_reg_ cells. SylArray analysis of 3′ UTRs of differentially expressed transcripts in *miR-142*–deficient T_reg_ cells for miRNA SCSs. Enrichment *P* values for each miRNA SCS are plotted on the y-axis against the ranked gene list on the x-axis (the most up-regulated genes in *miR-142*–deficient T_reg_ cells are toward the left, while the most down-regulated genes are toward the right). Plots corresponding to two 7-mer seeds of miR-142-3p are highlighted in red and orange, and two 7-mer seeds of miR-142-5p are depicted in green and yellow. (**C**) Heat map of expression profiles of IFNγ-associated genes in *Foxp3*^*Cre*^ (WT) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) T_reg_ cells (*n* = 3 per group). Genes highlighted in red are putative targets of miR-142-3p. (**D–F**) Intracellular FACS analysis of IFNγ production (**D**) and Stat1(Y701) phosphorylation (**F**) in *Foxp3*^*Cre*^ (red line) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue line) CD4^+^Foxp3^+^ T_reg_ cells. (**E**) MFI of IFNγ expression in *Foxp3*^*Cre*^ (WT) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) T_reg_ cells (*n* = 3 per group). (**G**) FACS analysis of Annexin V-stained splenic CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*^ (WT) or *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) mice. Splenocytes were incubated for 24 hours in cell culture in the presence or absence of IFNγ (10 ng/ml) prior to flow cytometry analysis. (**H**) MFI of Annexin V staining on T_reg_ cells from *Foxp3*^*Cre*^ (WT) *or Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) spleens with or without IFNγ treatment (10 ng/ml). Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student t test. *, *P* < 0.05; **, *P* < 0.01; NS, not significant. The underlying numerical raw data can be found in S1 Table and S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. FACS, fluorescence activated cell sorting; IFNγ, interferon gamma; KO, knockout; MFI, mean fluorescence intensity; SCS, seed complementary sequence; SD, standard deviation; T_reg_, regulatory T; WT, wild-type.

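The Reactome sets named among the leading terms of S2 Table were tested as whole sets, with the fold changes of all tested genes, in place of the paper's overrepresentation among called genes. The set Immune System had 656 tested genes, with 128 called higher and 41 lower in KO, and a camera p of 0.0138 (two-sided). Adjusted over the 6 Reactome sets tested, p was 0.0828. Without KO replicate 1, the unadjusted p was 0.09. Cytokine Signaling in Immune system (190 tested genes, 39 higher and 17 lower) had a camera p of 0.118, and Signaling by Interleukins (92 tested genes, 18 higher and 5 lower) had 0.0633. Signaling by VEGF and VEGFA-VEGFR2 Pathway had camera p-values of 0.165 and 0.173. With fry, which takes the correlation between genes from the data, the p-values were 0.017 for Immune System, 0.0289 for Cytokine Signaling, 0.00453 for Interleukins, 0.0533 for VEGF and 0.0479 for VEGFA-VEGFR2. With camera and an estimated correlation, they were 0.271, 0.417, 0.193, 0.489 and 0.494, in the same order, so none of the 5 passed 0.05.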

Pathway enrichment analysis of the differentially expressed genes identified significant overrepresentation of biological processes that are associated with innate and adaptive immune responses (S2 Table). In line with these findings, *miR-142*–deficient T_reg_ cells display an up-regulated expression of diverse cytokine, chemokine, and immune receptor genes (S4A Fig). 

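The gene list behind S4A Fig is not given in the text, so tested genes were taken by symbol, as interleukins, chemokines, interferons, members of the TNF, TGFβ and colony-stimulating factor families, and their receptors, with Toll-like, killer-lectin and Fc receptors. Of these 107 genes, 30 were higher and 10 lower in KO Treg cells at an FDR under 0.05. Other tested genes had 1320 higher and 837 lower calls, so the odds of a call being upward were 1.90 times as large in this family (Fisher's exact test, two-sided, p = 0.0999). In 7 of the 30, KO replicate 1 was over 2-fold above both other KO libraries. Without KO replicate 1, 25 of the 30 were still called higher, 4 fell below the CPM filter and were not tested, as many as without either other KO library, and 1, Ifngr2, was tested and not called. Without WT replicate 2, the number called higher was 9. Il2ra, the gene for CD25, had a log2 fold change of 1.77 (SE 0.14, FDR = 0.00088).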

One potential caveat of this finding is that the aberrant inflammation observed in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice can conceivably induce pro-inflammatory changes in the gene expression of T_reg_ cells. In addition, expression of several T_reg_ cell signature genes was altered by the loss of *miR-142* (S4B Fig). 

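The gene list behind S4B Fig is not given in the text. Of a list of 30 Treg cell genes written before the counts were read, 29 were tested. At an FDR under 0.05, 15 were higher and 1, Nrp1, was lower in KO Treg cells. Adjusted over the list alone, 19 were higher and 1 lower. The 15 included Il2ra, Tnfrsf18 and Itgae, whose proteins the paper names as activation markers. Ikzf2 and Ikzf4 were not called, with log2 fold changes of 0.02 (FDR = 0.924) and 0.06 (FDR = 0.784). The counts therefore do not describe the list as a whole. Gzmb, the gene with the largest change, had 120 CPM in KO replicate 1 against 28.3 and 46.2 CPM in KO replicates 2 and 3. Nrp1 had 534 ± 10.5 CPM in WT and 338 ± 30.0 CPM in KO (SD, n = 3 per group), a log2 fold change of -0.66 (SE 0.09, FDR = 0.00497). Foxp3 had 566 ± 29.5 CPM in WT and 689 ± 54.9 CPM in KO, a log2 fold change of 0.28 (SE 0.10, FDR = 0.083).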

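All 14 IFNγ-associated genes of Fig 4C were higher in KO Treg cells. The KO and WT libraries did not overlap in any of them, which chance gives, in either direction, for 10% of genes not chosen on these samples. At an FDR under 0.05 over all genes tested, 13 were called, and 14 when adjusted over the list alone. The exception was Irf1, with a log2 fold change of 0.51 (SE 0.15, FDR = 0.051). Log2 fold changes ranged from 0.48 for H2-D1 to 2.02 for Gbp2. Gbp2 had 129 ± 15.8 CPM in WT and 522 ± 154 CPM in KO (SD, n = 3 per group). The 14 genes were chosen by the paper on these samples, so their camera p of 1.86e-09 is not independent evidence. Without WT replicate 1, or without WT replicate 2, the number called was 7. The Reactome set of interferon gamma signaling, which was not chosen on these samples, had 71 tested genes, with 16 called higher and 10 lower and a median log2 fold change of 0.19. Its camera p was 0.493 (two-sided) and its fry p 0.292. Its direction turned downward without KO replicate 1, with a camera p of 0.462, and when the genes of Fig 4C were left out, with a camera p of 0.469. Enrichr and the paper's GSEA gene sets were not used here.

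**Figure D2:**
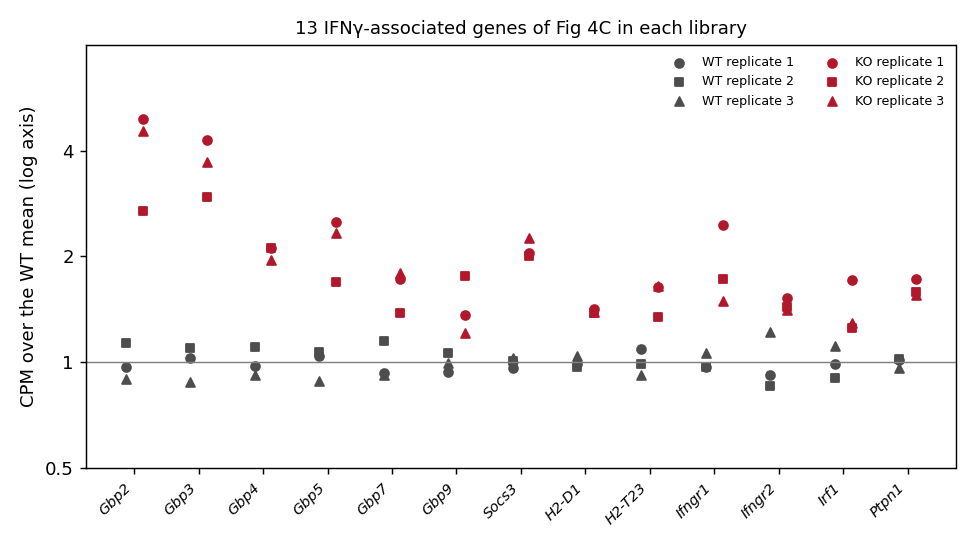
CPM of 13 genes of Fig 4C over their WT means (log axis) in the WT (grey) and KO (red) libraries, with a marker shape for each replicate number. In all 13 genes plotted the 3 KO libraries lie above the 3 WT libraries.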

Interestingly, the transcripts up-regulated in *miR-142*–deficient T_reg_ cells were enriched for genes from the IFNγ signaling network according to the Enrichr software algorithm [31] and the Gene Set Enrichment Analysis (GSEA) [32] (Fig 4C, S4C Fig, S2 Table). In agreement with our bioinformatic findings, we found that *miR-142*–deficient T_reg_ cells produced significantly more IFNγ in comparison with WT cells (Fig 4D and 4E, S4D Fig) and displayed dysregulation of IFNγ signaling, manifested by a substantial increase in Stat1 activation (Fig 4F, S4E Fig). Because *miR-142* deletion impairs T_reg_ cell homeostasis, we examined the effect of IFNγ stimulation on T_reg_ cell survival and found that IFNγ treatment significantly enhanced apoptosis of *miR-142*–deficient T_reg_ cells *in vitro* (Fig 4G and 4H).

### *Ifng* ablation rescues the T_reg_ homeostatic defect and alleviates development of the systemic autoimmune disorder in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice

To determine how dysregulated IFN**γ** signaling impacts the homeostasis of *miR-142*–deficient T_reg_ cells, we generated *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ double KO mice by crossing *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice with *Ifng*^−/−^ mice. Intriguingly, our analysis revealed a complete rescue of the T_reg_ homeostatic defect in the double KO mice (Fig 5A). Furthermore, *Ifng* deletion alleviated development of the systemic lymphoproliferative and fatal autoimmune disease in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. This conclusion was supported by observations of improved survival (Fig 5B), body weight normalization (Fig 5C) and marked rescue of the lymphadenopathy (Fig 5D), splenomegaly (Fig 5D and 5E), and thymic involution (Fig 5F) defects in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ mice. Of note, the double KO mice displayed an abatement of tissue inflammation, evidenced by a significant decrease in the amount of immune cell infiltration into peripheral tissues (Fig 5G). These morphological changes correlated with a modest increase in the number of naive T_conv_ cells in the periphery of *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ mice (Fig 5H), suggesting that the *miR-142*-IFN**γ** signaling axis is primarily important for maintaining T_reg_ cell homeostasis. Despite the restoration of T_reg_ cell frequency in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ mice, the remaining hyperactivation of CD4^+^ T_conv_ cells in the double KO mice implies a potential role for *miR-142* in the regulation of T_reg_ cell immunosuppressive activity.

**Fig 5:**
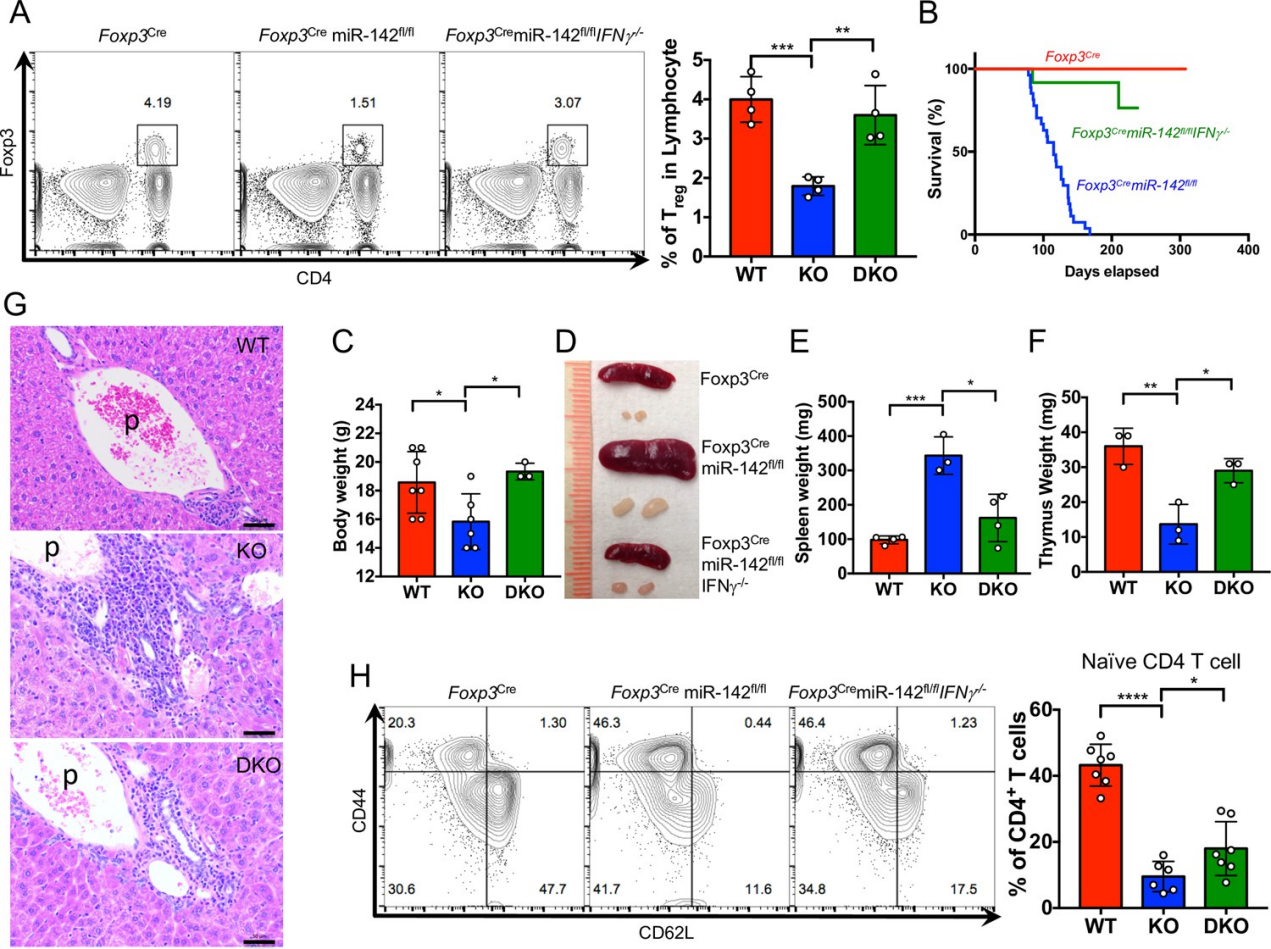
Blockade of IFN*γ* production rescues the T_reg_ cell homeostatic defect and alleviates systemic autoimmunity in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. (**A**) Left panel, FACS analysis of splenic T_reg_ cells from 12- to 15-week-old *Foxp3*^*Cre*^ (WT), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (DKO) mice (*n* = 4 per group). Foxp3^+^CD4^+^ T_reg_ cells are gated and numbers indicate the percentage of cells in the gate. Right panel, frequency of CD4^+^Foxp3^+^ T_reg_ cells in *Foxp3*^*Cre*^ (WT), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (DKO) spleens. (**B**) Kaplan–Meier survival curves for *Foxp3*^*Cre*^ (red line; *n* = 27), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue line; *n* = 27), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (green line; *n* = 12) mice. (**C**) Body weight comparison of 7- to 9-week-old female *Foxp3*^*Cre*^ (WT, red bar, *n* = 7), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO, blue bar, *n* = 6), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (DKO, green bar, *n* = 3) mice. (**D**) Representative images of spleen and inguinal lymph nodes from 14-week-old *Foxp3*^*Cre*^, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^, and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ mice. (**E**) Spleen weights in 12- to 15-week-old *Foxp3*^*Cre*^ (WT, red bar, *n* = 4), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO, blue bar, *n* = 3), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (DKO, green bar, *n* = 4) mice. (**F**) Thymus weights (1 lobe) in 6- to 8-week-old *Foxp3*^*Cre*^ (WT, red bar), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO, blue bar), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (DKO, green bar) mice (*n* = 3 per group). (**G**) HE staining of liver tissue sections from *Foxp3*^*Cre*^ (WT), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (DKO) mice. Note diminished infiltration of leukocytes into liver tissue around portal vein area in DKO mice. Scale bar, 50 μm; p, portal vein. (**H**) Left panel, FACS analysis of CD44 and CD62L expression in splenic CD4^+^ T cells from 7- to 15-week-old *Foxp3*^*Cre*^, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^, and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ mice. Numbers indicate percentage of cells in the quadrants. Right panel, frequency of CD44^−^CD62L^+^ naive CD4^+^ T cell in *Foxp3*^*Cre*^ (WT, *n* = 7), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO, *n* = 6), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ (DKO, *n* = 7) spleens. Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. WT, *Foxp3*^*Cre*^; KO, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^; DKO, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. DKO, double knockout; FACS, fluorescence activated cell sorting; HE, hematoxylin–eosin; IFNγ, interferon gamma; KO, knockout; SD, standard deviation; WT, wild-type.

### miR-142-3p targets multiple IFNγ-associated genes

Several of the IFNγ-associated genes that were derepressed in *miR-142*–deficient T_reg_ cells, including *Ifngr2*, *Stat1*, *Irf1*, and *Gbp3*, are predicted by the TargetScan algorithm [33] as putative direct targets of miR-142-3p (Fig 4C, S5A Fig). 

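In the RNA-seq counts, Gbp3 had a log2 fold change of 1.87 (SE 0.15, FDR = 0.000996) and Ifngr2 of 0.54 (SE 0.14, FDR = 0.0361). The call of Ifngr2 was lost in 5 of the 6 fits that each left out a library. In the longest annotated 3′ UTR of Gbp3 (GRCm38, chromosome 3), an 8-base miR-142-3p site, ACACTACA, lies at 142573094 to 142573101. In that of Ifngr2 (chromosome 16), the 8-base site AACACTAA lies at 91563206 to 91563213. No canonical site of these seeds was found in the longest 3′ UTR of Irf1.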

We validated these bioinformatic predictions by examining the high-throughput sequencing of RNAs isolated by cross-linking immunoprecipitation (HITS-CLIP) database that was previously compiled by Rudensky and colleagues [34]. In activated CD4^+^ T cells, 2 of the 4 (*Ifngr2* and *Gbp3)* target genes showed detectible peaks of Ago2 binding activity in their respective 3′ UTRs, corresponding to predicted binding sites for miR-142-3p (S5A Fig). An extended analysis of the HITS-CLIP database revealed hypoxia-induced factor 1 alpha (*Hif1a*) as a potential miR-142-3p target (Fig 6A). Our interest in this transcription factor was prompted by a previous report that implicated *Hif1a* in the regulation of T_reg_ cell homeostasis and suppressive function through the control of IFNγ expression [35]. Using 3′ UTR luciferase reporter assay, we confirmed the capacity of miR-142-3p to attenuate *Hif1a and Ifngr2* expression by binding directly to evolutionary conserved seed sequences in their respective 3′ UTRs (Fig 6B, S5B Fig). In line with these findings, we detected a significant increase in Hif1α and IFNγR2 protein levels in *miR-142*–deficient T_reg_ cells, whereas Hif1α expression in CD4^+^ T_conv_ cells remained unchanged (Fig 6C, S5C and S5D Fig). Of note, we did not observe changes in *Hif1a* mRNA expression in T_reg_ cells lacking *miR-142* expression.

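Hif1a (GRCm38, chromosome 12, 73901375 to 73947530) had 397 ± 47.9 CPM in WT and 372 ± 74.9 CPM in KO Treg cells (SD, n = 3 per group). Its log2 fold change was -0.09 (95% CI -0.47 to 0.28, FDR = 0.724), a difference smaller than the spread between replicates. The groups overlapped (exact two-sided permutation test, p = 0.6) through KO replicate 1 at 459 CPM, since KO replicates 2 and 3, at 325 and 333 CPM, lay below the WT libraries at 347, 442 and 400 CPM. Leaving out 1 library at a time gave log2 fold changes from -0.286 without KO replicate 1 (FDR = 0.155) to 0.00414 without KO replicate 2. In its longest annotated 3′ UTR the 8-base miR-142-3p site AACACTAA lies at 73946839 to 73946846.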

**Fig 6:**
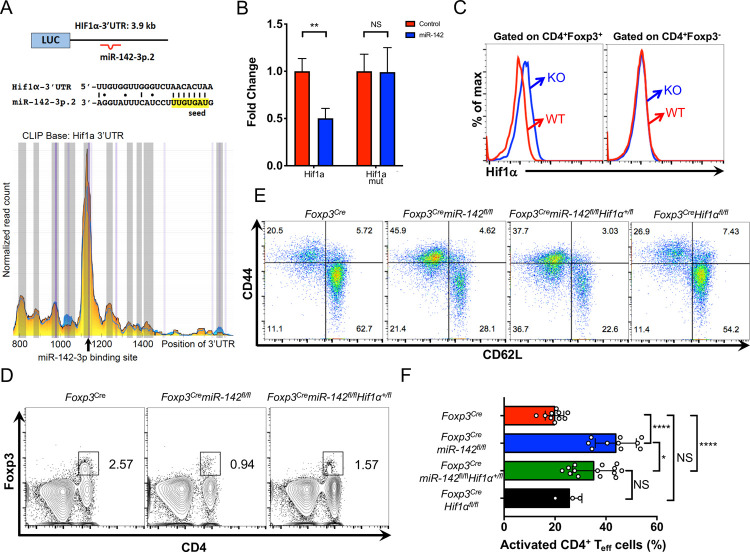
Lowering the *Hif1a* gene dose partially restores the normal size of T_reg_ population and attenuates hyperactivation of peripheral T cells in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. (**A**) Diagram (top panel) and sequence alignment (middle panel) of miR-142-3p putative binding site in the *Hif1a* 3′ UTR. HITS-CLIP analysis (bottom panel) of Ago2 binding sites in the *Hif1a* 3′ UTR in activated CD4^+^ T cells (blue plot, WT; yellow plot, *miR-155* KO). Note the peak of Ago2 binding activity that corresponds to the predicted miR-142-3p binding site (depicted by arrow). (**B**) Validation of *Hif1a* as direct miR-142-3p target by the 3′ UTR luciferase reporter assay. Relative expression of WT and miR-142-3p seed mutated *Hif1a* 3′ UTR reporter constructs upon cotransfection with either miR-142 precursor expressing plasmid or empty vector control. Expression of WT *Hif1a* 3′ UTR reporter in the presence of empty vector was arbitrarily set to 1. (**C**) Intracellular FACS analysis of Hif1α expression in CD4^+^Foxp3^+^ and CD4^+^Foxp3^-^ T cells from *Foxp3*^*Cre*^ (red line) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue line) spleens. (**D**) FACS analysis of splenic lymphocytes from 12- to 18-week-old *Foxp3*^*Cre*^, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^, and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*+/fl*^ mice with anti-CD4 and anti-Foxp3 specific antibodies. Foxp3^+^CD4^+^ T_reg_ cells are gated, and numbers indicate the percentage of cells in the gate. (**E**) FACS analysis of CD44 and CD62L expression in splenic CD4^+^ T cells from *Foxp3*^*Cre*^, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*+/fl*^, and *Foxp3*^*Cre*^*Hif1a*^*fl/fl*^ mice. Numbers indicate percentage of cells in the quadrants. (**F**) Frequency of activated (CD44^+^CD62L^−^) splenic CD4^+^ T cells in *Foxp3*^*Cre*^ (*n* = 10), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (*n* = 10), *Foxp3*^Cre^miR-142^fl/fl^*Hif1a*^+/fl^ (*n* = 14), and *Foxp3*^Cre^*Hif1a*^fl/fl^ (*n* = 3) mice. Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test. *, *P* < 0.05;**, *P* < 0.01; ****, *P* < 0.0001; NS, not significant. WT, *Foxp3*^*Cre*^; KO, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. FACS, fluorescence activated cell sorting; *Hif1a*, hypoxia-induced factor 1 alpha; KO, knockout; SD, standard deviation; WT, wild-type.

In addition, we examined the capacity of miR-142-3p to regulate the expression of phosphodiesterase 3b (*Pde3b*), which was recently identified as a critical miR-142-5p target gene modulating T_reg_ cell activity [20]. In agreement with the previously published results, we detected an approximately 3-fold increase of *Pde3b* mRNA expression in *miR-142*–deficient T_reg_ cells (S1 Table). 

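In the deposited counts, Pde3b had 13.8 ± 3.17 CPM in WT and 43.02 ± 9.04 CPM in KO Treg cells (SD, n = 3 per group). The fitted change was 3.11-fold, a log2 fold change of 1.63 (SE 0.22, FDR = 0.00441). Every KO library lay above every WT library (exact two-sided permutation test, p = 0.1). With each library left out in turn, the log2 fold change stayed between 1.44 and 1.78.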

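Pde3b lies on chromosome 7 of GRCm38 from 114415281 to 114539251, and its longest annotated 3′ UTR is 3003 bases long. A 7-base miR-142-3p site, CACTACA, lies at 114537808 to 114537814 in exon 16. It shares its last base with the 7-base miR-142-5p site ACTTTAT, at 114537814 to 114537820. Another 7-base miR-142-5p site, CTTTATA, lies at 114537619 to 114537625. Conservation of the sites was not analysed here.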

Analysis of the *Pde3b* 3′ UTR by the TargetScan algorithm revealed 2 putative poorly conserved miR-142-5p binding sites and a single predicted poorly conserved miR-142-3p binding site (S5E Fig). Using the 3′ UTR luciferase reporter assay, we determined that overexpression of *miR-142* precursor can modestly attenuate *Pde3b* expression. Interestingly, we observed that mutation of the miR-142-3p binding site in the *Pde3b* 3′ UTR can completely negate the silencing effect of *miR-142* on the *Pde3b* reporter (S5B and S5F Fig). Thus, our findings have uncovered *Pde3b* as a novel miR-142-3p target gene, providing additional evidence for the critical role of miR-142-3p isoform in the regulation of T_reg_ cell biology.

### *Hif1a* haploinsufficiency partially rescues the T_reg_ cell homeostasis defect in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice

Next, we sought to determine the contribution of the *miR-142-Hif1a* axis in T_reg_ cell homeostasis and function. We lowered the *Hif1a* gene dose in *miR-142*–deficient T_reg_ cells by crossing *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice with mice carrying a conditional *Hif1a* allele (*Hif1a*^*fl/fl*^). The resultant *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*+/fl*^ mice expressed normal levels of Hif1α protein in T_reg_ cells (S6A Fig) and displayed a partial rescue of T_reg_ cell abundance (Fig 6D, S6B Fig). Furthermore, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*+/fl*^ mice exhibited a partial reduction in the frequency of activated/effector CD4^+^ T cells in the periphery (Fig 6E and 6F). Nevertheless, *Hif1a* haploinsufficiency in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice failed to ameliorate the lethal autoimmunity (S6C Fig), nor did *Hif1a* deletion restore the suppressive capacity (S6F and S6G Fig) of *miR-142*-deficient T_reg_ cells and attenuate the peripheral T_eff_ cell hyperactivation (S6H Fig), perhaps because of a failure to effectively rescue aberrant IFN**γ** production and signaling in T_reg_ cells (S6D and S6E Fig).

## Discussion

Although miRNA-mediated posttranscriptional control of gene expression is recognized as crucial for T_reg_ cell development and function [11–13], our understanding of how specific miRNA genes govern T_reg_ cell responses is incomplete. Here, we report that mice with T_reg_ cell–specific *miR-142* deletion develop a fatal systemic autoimmune disease due to a severe defect in T_reg_ cell homeostasis and suppressive activity. Furthermore, we found that constitutive *miR-142* ablation results in aberrant thymic T_reg_ cell development. Thus, our findings have uncovered an indispensable role for *miR-142* in the control of T_reg_ cell–mediated immunological tolerance. We propose that *miR-142* plays a dominant role among miRNAs involved in the regulation of T_reg_ cell activity because the phenotype of *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice closely resembles the autoimmune pathology observed in mice with global disruption of miRNA biogenesis in T_reg_ cells [11–13]. This notion should be confirmed by further conditional KO studies of several miRNA genes that were previously implicated in the regulation of T_reg_ cell function, including *miR-146a*, *miR-155*, *and miR-27* [22,36,37].

The role of *miR-142* in T_reg_ cell function was previously examined by Anandagoda and colleagues using a conditional KO mouse model [20]. In contrast with the findings from this report, we determined that deletion of miR-142-3p and not miR-142-5p (as proposed by Anandagoda and colleagues) is the major driver of the T_reg_ cell defect and subsequent systemic autoimmunity in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. This conclusion is strongly supported by the observed global derepression of miR-142-3p target genes in *miR-142*–deficient T_reg_ cells, whereas the levels of the majority of miR-142-5p targets did not significantly change. Our inference of a critical role for miR-142-3p in T_reg_ cells is well aligned with the fact that miR-142-3p is more abundantly expressed in T_reg_ cells than miR-142-5p and a large body of literature that assigns the main regulatory role in immune cells to miR-142-3p [14–18,28–30]. Our data revealing that miR-142-3p can directly bind and regulate the phosphodiesterase *Pde3b* gene, through which, as Anandagoda and colleagues suggest [20], *miR-142* controls T_reg_ cell immunosuppressive activity, further validates miR-142-3p as the key miR-142 isoform in T_reg_ cells.

Our findings indicate that miR-142-3p controls T_reg_ cell homeostasis and function by attenuating IFNγ production and signaling. Interestingly, dysregulation of IFNγ responses is increasingly recognized as a critical factor that negatively impacts T_reg_ cell activity. For example, excessive IFNγ production was reported to drive functional “fragility” of T_reg_ cells in the context of antitumor immunity [38]. Additionally, conditional deletion of the E3 ubiquitin ligase von Hippel–Lindau (*Vhl*) gene was shown to impair T_reg_ cell function through IFNγ dysregulation [35]. Moreover, unrestrained *Stat1* activation and subsequent IFNγ production by *Socs1*-deficient T_reg_ cells was linked to a severe failure of immunological tolerance [22]. Finally, a loss of functional activity by *Dicer*-deficient T_reg_ cells was associated with excessive IFNγ production [13].

miRNAs, despite eliciting a moderate effect on the expression of their target genes, often have a significant impact on cellular physiology through coordinated and coherent targeting of multiple key molecules in a signaling cascade [39]. In agreement with this notion, we found that *miR-142* is predicted to control expression of several IFNγ-associated genes, including *Ifngr2*, *Gbp3*, *Stat1*, *Irf1*, and *Hif1a* and validated some of these as *bona fide* miR-142-3p targets. We propose that coordinated derepression of these target genes in *miR-142*–deficient T_reg_ cells drives the observed dysregulation of IFNγ responses. In support of this hypothesis, we found that genetic blockade of IFNγ production rescues the homeostatic defect in *miR-142*–deficient T_reg_ cells and prevents development of systemic lymphoproliferative and autoimmune disorder in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. Despite a complete restoration of normal T_reg_ cell frequency in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ mice, the partial rescue of peripheral T_eff_ cell hyperactivation in these mice suggests a possibility that *miR-142*–mediated control of T_reg_ cell function is not limited to the attenuation of IFNγ signaling and likely involves additional molecular targets. Another caveat of our genetic epistasis experiments using *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ mice is a potential non–cell-autonomous effect of IFNγ deletion on *miR-142*–deficient T_reg_ cells. Because we found a significant IFNγ up-regulation in both *miR-142*–deficient T_reg_ cells and *miR-142*–sufficient T_eff_ cells in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice, the global IFNγ ablation might potentially impact *miR-142*–deficient T_reg_ cell function in cell-extrinsic manner via changes in their IFNγ-rich inflammatory environment. Future analysis of *miR-142*–sufficient and *miR-142*–deficient T_reg_ cells from animals that lack IFNγ expression such as *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Ifng*^−/−^ and female *Foxp3^Cre/+^miR-142*^*fl/fl*^ mice will be required to corroborate the intrinsic effect of IFNγ on *miR-142*-deficient T_reg_ cells and uncover the additional signaling pathways through which *miR-142* mediates its regulatory functions in T_reg_ cells.

Our investigation of *Hif1a*, a validated miR-142-3p target, revealed an important role for the *miR-142-Hif1a* axis in the regulation of T_reg_ cell homeostasis. We observed that lowering the *Hif1a* gene dose in *miR-142*–deficient T_reg_ cells partially rescued the T_reg_ homeostatic defect and modestly reduced the hyperactivation of peripheral T_eff_ cells in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. The role suggested by our findings for *Hif1a* as a negative regulator of T_reg_ cell homeostasis is consistent with the conclusions of 2 previous reports [35,38]. However, *Hif1a* haploinsufficiency had little impact on the dysregulated IFNγ production in *miR-142*–deficient T_reg_ cells and failed to prevent development of fatal autoimmunity in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice. This outcome is not surprising given the fact that the T_reg_ cell number in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*+/fl*^ mice is only partially restored. The failure of *Hif1a* haploinsufficiency to fully rescue the T_reg_ cell defect in *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice is probably linked to the abundance of miR-142-3p target genes in the IFNγ signaling pathway. The existence of multiple miR-142-3p targets likely makes the dysregulated state of IFNγ signaling in *miR-142*–deficient T_reg_ cells refractory to changes in the expression of a single target. This conclusion is supported by studies in miR-142-3p-deficient zebra danio, which display impaired myelopoiesis due to an aberrant activation of the IFNγ signaling pathway [17]. This developmental defect in miR-142-3p-deficient zebra danio could be rescued by a compound knockdown of *stat1a* and *irf1b* genes, whereas silencing of either factor alone was insufficient to restore normal neutrophil differentiation. Of note, based on the observations of dysregulated IFNγ signaling in *miR-142*–deficient immune cells from zebra danio and rodents, the role of *miR-142* in suppressing IFNγ signaling appears to be evolutionary conserved. In contrast, the function of *miR-142-Pde3b* signaling axis is unlikely to be evolutionary preserved, because miR-142-3p and miR-142-5p binding sites in the mouse Pde3b 3′ UTR are poorly conserved.

In summary, our results have established *miR-142* as a central regulator of T_reg_ cell development, homeostasis, and suppressive activity that mediates its function in T_reg_ cells in part by limiting IFNγ production and responsiveness. Besides advancing our understanding of the T_reg_ cell biology, these novel insights may open a new avenue for targeted pharmacological manipulation of T_reg_ cell activity in cancer immunotherapy and autoimmune disease settings.

## Materials and methods

### Mice

C57BL/6J (stock#000664), B6/CD45.1 (stock#002014), *Hif1a*^fl/fl^ (stock#007561), and *Foxp3*^YFP-Cre^ (stock#016959) mice were purchased from the Jackson Laboratory (Bar Harbor, Maine, USA). BALB/c mice were obtained from Charles River Laboratories (Wilmington, Massachusetts, USA). *miR-142*^fl/fl^ mice were described previously [14]. *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice were generated by crossing *miR-142*^fl/fl^ mice with *Foxp3*^YFP-Cre^ deleter/reporter mice [21]. Mice were kept in a specific pathogen-free facility at the City of Hope Animal Resource Center, and all animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the City of Hope. Our approved animal protocols that are relevant for this work are the following: IACUC#13021, IACUC#13020, and IACUC#03008.

### Flow cytometry

For surface marker analysis, single cell suspensions from thymus, spleen, and peripheral lymph nodes (axillary, brachial, inguinal, and cervical) were treated with red blood cell (RBC) lysis buffer (BioLegend, San Diego, California, USA) to eliminate mature erythrocytes and then blocked with anti-CD16/CD32 antibody (Ab) to prevent nonspecific binding. Cells were stained with monoclonal fluorophore-conjugated antibodies against specific cell surface markers, such as anti-CD4 (clone RM4-5), anti-CD8α (clone 53–6.7), anti-CD25 (clone PC61), anti-CD44 (clone IM7), anti-CD62L (clone MEL-14), anti-CD45.1 (clone A20), anti-ICOS (clone 7E.17G9), anti-GITR (clone DTA-1), anti-CTLA-4 (clone UC10-4B9), anti-PD-1 (clone 29F.1A12), and anti-CD103 (clone 2E7) antibodies (all from BioLegend). Intracellular staining with anti-Foxp3 (clone FJK-16s; eBioscience, Santa Clara, California, USA) and anti-Hif1α (clone 241812; R&D Systems, Minneapolis, Minnesota, USA) antibodies was performed using fixed and permeabilized cells following the manufacturer’s protocol. For detection of phosphorylated Stat1 (pStat1), purified CD4^+^ T cells were first stimulated with IFNγ (100 ng/mL) for 24 hours, fixed with Cytofix buffer and permeabilized with Phosflow Perm Buffer III, and subsequently stained with anti-pStat1 (Y701; clone 4a; BD Biosciences, San Jose, California, USA) antibodies. For intracellular cytokine staining, T cells derived from spleen and lymph nodes or purified T_reg_ cells were first stimulated with phorbol 12-myristate 13-acetate (PMA; 50 ng/mL) and ionomycin (500 ng/mL) for 4 hours in the presence of monensin (2 μM) and then fixed, permeabilized, and stained following the manufacturer’s protocol (BioLegend). Data were acquired on Accuri C6 flow cytometer (BD Biosciences) and analyzed with FlowJo software BD Biosciences (San Jose, California, USA). Cell sorting for the analysis of *miR-142* expression in T-cell lineage was performed using FACSAriaIII (BD Biosciences) instrument.

All flow cytometry raw data generated in this study can be found at the Figshare data repository (https://figshare.com/projects/microRNA-142_guards_against_autoimmunity_by_controlling_Treg_cell_homeostasis_and_function/128960).

### Global transcriptome profiling by RNA-seq

CD4^+^YFP^+^ T_reg_ cells were sorted using BD FACSAria II machine from single-cell splenocyte suspensions derived from 8- to 11-week-old *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ female mice (*n* = 3 per group). Total RNA from purified WT and *miR-142*–deficient T_reg_ cells was isolated using miRNeasy kit (QIAGEN, Hilden, Germany) and subjected to RNA-seq. RNA quality was determined with an Agilent Bioanalyzer (RNA integrity number (RIN) > 7.5 for all samples). Library was prepared according to the manufacturer’s protocol using Illumina TruSeq RNA Library Prep Kit v2 (San Diego, Califonia, USA) and subsequently loaded on an Illumina HiSeq 2500 for parallel sequencing. The 51 base pair single-ended sequence reads were mapped to the mouse reference genome (mm10) using the alignment program HISAT (https://daehwankimlab.github.io/hisat2). Gene expression was measured from alignment bam files by read counting function featureCounts in the Bioconductor package Rsubread (http://bioconductor.org/packages/Rsubread). The unstranded raw counts were then normalized using a trimmed mean of M values (TMM) method implemented in the Bioconductor package edgeR (https://bioconductor.org/packages/edgeR). A total of 11,658 genes having counts per million (CPM) values higher than 1 in at least 3 samples were included in the downstream differential expression analysis. Differentially expressed genes were tested using 3 statistical methods in edgeR, including the generalized linear model (GLM) quasi-likelihood F (QLF) test, the likelihood ratio (LR) test, and the exact test based on quantile-adjusted conditional maximum likelihood (qCML) methods. A complete list of genes and the statistical test results (*miR-142*–deficient (KO) versus *miR-142*–sufficient (WT) T_reg_ cells) are shown in S1 Table. Statistical *P* values were adjusted by Benjamini–Hochberg method for false discovery rate (FDR) controls. The volcano plot visualizing the distribution of differentially expressed genes was based on QLF test results. The RNA-seq raw data were deposited in the Gene Expression Omnibus under the accession number GSE190192.

### Pathway and GSEA

Differentially expressed genes passing the criterion of FDR lower than 0.05 for all 3 statistical methods mentioned above were subjected for pathway and GSEA using Enrichr (http://amp.pharm.mssm.edu/Enrichr) software algorithm [31]. Top ranked pathways across major databases, including Panther (http://www.pantherdb.org), Reactome (https://reactome.org), KEGG (https://www.genome.jp/kegg), and WikiPathways (https://www.wikipathways.org) were identified and are listed in S2 Table. In addition, GSEA analysis (http://software.broadinstitute.org/gsea/index.jsp)) [32] was performed with the CPM values from the 11,658 expressed genes rank-ordered by Signal2Noise metric. Gene ontology gene sets from Molecular Signatures Database (MSigDB) v7.1 were evaluated for the enrichment.

### Sylamer analysis

Analysis of miRNA seed enrichment in the 3′ UTRs of genes that are differentially expressed in *miR-142* KO T_reg_ cells was performed by the Web-based SylArray software algorithm (http://www.ebi.ac.uk/enright-srv/sylarray)) [26].

### In vitro T_reg_ cell suppression assay

CD4^+^ T cells were isolated from *Foxp3*^*Cre*^, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^, and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*fl/fl*^ spleens using anti-CD4-biotin (clone GK1.5), anti-Biotin MicroBeads (Miltenyi Bergisch, Gladbach, North Rhine-Westphalia, Germany), LS columns (Miltenyi), and a MiniMACS Separator (Miltenyi). Enriched CD4^+^ T cells were sorted for YFP^+^(T_reg_) and YFP^−^(T_con_) cells using BD FACS Fusion. Moreover, 10^5^ *Foxp3*^*Cre*^ CD4^+^YFP^−^ T_con_ cells were labeled with 4μM CellTrace Violet (CTV) (Thermo Fisher, Waltham, Massachusetts, USA) at 37°C for 7.5 minutes and cultured with either *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ or *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*fl/fl*^ CD4^+^YFP^+^ T_reg_ cells at ratios of 1:0.5 and 1:0.125 in the presence of CD3ɛ/CD28-conjugated MACSiBead Particles (mouse T Cell Activation/Expansion Kit, Miltenyi) at a bead-to-cell ratio of 2:1. After 3 days of culturing, proliferation of *Foxp3*^*Cre*^ CD4^+^YFP^−^ T_con_ cells was measured by flow cytometry as CTV dilution.

### In vitro T_reg_ survival assay

CD4^+^ T cells isolated from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleens by EasySep Mouse CD4^+^ T Cell Isolation Kit (STEMCELL Technologies, Vancouver, British Columbia, Canada) were sorted for YFP expressing cells using BD FACSAria II instrument. CD4^+^YFP^+^ T_reg_ cells were stimulated with anti-CD3 (1 μg/mL) specific antibodies for 48 hours, stained with Annexin V-PE (BioLegend) and analyzed by flow cytometry. For the IFNγ-induced apoptosis of T_reg_ cells assay, splenocytes were cultured for 24 hours in the presence or absence of IFNγ (10 ng/mL) and then harvested and stained with Annexin V-PE for fluorescence activated cell sorting (FACS) analysis.

### In vivo labeling of T_reg_ cells with BrdU

*Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice were injected intraperitoneally with 1 mg of BrdU and splenic BrdU^+^ T_reg_ cells (CD4^+^YFP^+^) were quantified by flow cytometry 16 hours postinjection. Intracellular staining with anti-BrdU specific antibodies was performed using BrdU Flow Kit (BD Biosciences).

### aGVHD mouse model

BALB/c recipient mice were lethally irradiated (850 cGy) 8 to 10 hours prior to bone marrow transplantation (BMT) and subsequently transplanted via intravenous injection with T-cell–depleted bone marrow from C57BL/6J mice (TCD-BM, 2.5 × 10^6^ cells), Thy1.2^+^CD4^+^ T cells from C57BL/6J spleens (0.5 to 0.6 × 10^6^ cells), and CD4^+^YFP^+^ T_reg_ cells derived from either *Foxp3*^*Cre*^ or *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleens (0.1 to 0.12 × 10^6^ cells). Body weight and severity of diarrhea in host mice were monitored and recorded for 15 days after BMT. Donor T_reg_ cell frequency in the host spleen was assessed by FACS on day 17 after transplantation.

### miRNA qRT-PCR

Total RNA was isolated using miRNeasy kit (QIAGEN) and reverse transcribed using the TaqMan MicroRNA Reverse Transcription Kit (Life Technologies, Carlsbad, California, USA). Mature miR-142-3p expression was assessed by TaqMan Real-Time miRNA assay (Life Technologies) and normalized to snoRNA234 levels.

### 3′ UTR luciferase reporter assays

DNA fragments encompassing WT and miR-142-3p seed mutated 3′ UTRs of mouse *Hif1a*, *Ifngr2*, and *Pde3b* genes were synthesized and cloned into pMIR-Report vector (Ambion, Austin, Texas, USA). The sequence complementary to the miR-142-3p.2 seed sequence (8-mer) in the *Ifngr2* 3′ UTR was mutated from 5′-AACACTAA-3′ to 5′-ACGTACCA-3′. The sequence complementary to the miR-142-3p.2 seed sequence (8-mer) in the *Hif1a* 3′ UTR was mutated from 5′- AACACTAA-3′ to 5′- ACGTACCA-3′. The sequence complementary to the miR-142-3p.1 seed sequence (6-mer) in the *Pde3b* 3′ UTR was mutated from 5′- CACTAC-3′ to 5′- CCAGCC-3′. To perform the 3′ UTR reporter assays, 10^5^ 293T cells in 24-well plates were transiently transfected using calcium phosphate with 10 ng of pMIR-Report-3′ UTR firefly luciferase plasmid, 20 ng of Renilla luciferase reporter plasmid (pRL-SV40; Promega, Madison, Wisconsin, USA), and 450 ng of either pMDH1-miR-142 or control pMDH1 vector (Addgene, Watertown, Massachusetts, USA). Cells were lysed 48 hours posttransfection, and the luciferase activities were assessed using Dual Luciferase Reporter assay (Promega).

### IFNγ ELISA

CD4^+^ T cells purified from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ splenocytes with the help of EasySep Mouse CD4^+^ T Cell Isolation Kit (STEMCELL Technologies) were sorted for YFP expressing cells using BD FACSAria II instrument. CD4^+^YFP^+^ T_reg_ cells (10^6^/mL) were stimulated with anti-CD3 (5 μg/mL) and anti-CD28 (2 μg/mL) specific antibodies for 48 hours in the presence of IL-2 (50 ng/mL) and cell culture supernatants were assessed for IFNγ production by sandwich ELISA. Briefly, 96-well flat-bottom Maxisorp (Thermo Fisher) plates were coated with anti-mouse IFNγ-specific capture antibodies (eBioscience, clone XMG1.2), and the captured mouse IFNγ was detected with biotin labeled anti-mouse IFNγ-specific antibodies (eBioscience, clone R4-6A2). Mouse recombinant IFNγ (eBioscience) was used as a standard to quantify the results.

### Histopathology

For histological sectioning, mouse tissues were collected and placed into 10% formalin, fixed for 24 hours, washed, and transferred to 70% ethanol before standard paraffin embedding. Tissue sections were stained with hematoxylin and eosin and examined by an experienced veterinary pathologist.

### Statistical analysis

All statistical analyses were performed using Prism 6 (GraphPad, San Diego, California, USA) software. Statistical analyses were performed using 2-tailed Student *t* test or ANOVA. Results were considered significant when *P* ≤ 0.05.

## Supporting information

S1 Fig *miR-142* expression in T-cell lineage and analysis of germline (*miR-142^−/−^*) and T_reg_ cell–specific (*Foxp3^Cre^miR-142^fl/fl^*) *miR-142* KO mice. (**A**) Impaired T_reg_ cell development in *miR-142*^−/−^ mice. Left panel, FACS analysis of WT and *miR-142*^−/−^ thymocytes with anti-CD4 and anti-Foxp3 antibodies. Foxp3^+^CD4^+^ T_reg_ cells are gated and numbers indicate the percentage of cells in the gate. Right panel, frequency of CD4^+^Foxp3^+^ T_reg_ cells in WT and *miR-142*^−/−^ thymi (*n* = 3 per group). (**B, C**) T_reg_ cell defect in the periphery of *miR-142*^−/−^ mice. FACS analysis of T_reg_ cells in spleen (**B**) and MLNs (**C**) from WT and *miR-142*^−/−^ mice. Right panel, frequency of CD4^+^Foxp3^+^ T_reg_ cells in WT and *miR-142*^−/−^ spleens and MLNs (*n* = 4 per group). (**D**) qRT-PCR analysis of mature miR-142-3p and miR-142-5p expression in different T-cell subsets purified from *Foxp3*^*Cre*^ mice (*n* = 2). DN, double negative CD4^-^CD8^-^ thymocytes; DP, double positive CD4^+^CD8^+^ thymocytes; SP, single positive CD4^+^YFP^−^ thymocytes; T_reg_, CD4^+^YFP^+^ T_reg_ cells from thymus and spleen, respectively; T_Naive_, naive CD4^+^YFP^−^CD62L^+^CD44^−^ splenic T cells; T_Activated_, activated CD4^+^YFP^−^CD62L^−^CD44^+^ splenic T cells. Expression level of miR-142-3p in DN population was arbitrarily set to 1. snoRNA234 levels were used for normalization. (**E**) qRT-PCR analysis of mature miR-142-3p expression in CD4^+^YFP^+^ T_reg_ and CD4^+^YFP^−^ T_eff_ cells purified from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleens. Expression level of miR-142-3p in CD4^+^YFP^+^ T_reg_ cells isolated from *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ spleen was arbitrarily set to 1. snoRNA234 levels were used for normalization. Spleen (**F**) and thymus (**G**) weights in 8- to 11-week-old male *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice (*n* ≥ 7 per group). Absolute cell counts in spleen (**H**), thymus (**I**), and peripheral lymph nodes (**J**) from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice (*n* = 6 per group). Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test. **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; NS, not significant. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. FACS, fluorescence activated cell sorting; KO, knockout; MLN, mesenteric lymph node; PLN, peripheral lymph node; SD, standard deviation; SP, spleen; T_reg_, regulatory T; WT, wild-type; YFP, yellow fluorescent protein.
(PDF) Click here for additional data file.

S2 Fig Characterization of T_reg_ and T_eff_ cell defects in *Foxp3^Cre^miR-142^fl/fl^*mice. (**A**) FACS analysis of lymphocytes from PLNs (left panel) and thymus (right panel) of 12-week-old *Foxp3*^*Cre*^and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ mice with anti-CD4 and anti-Foxp3 specific antibodies. Foxp3^+^CD4^+^ T_reg_ cells are gated and numbers indicate the percentage of cells in the gate. (**B**) Frequency (left panel) and total number (right panel) of T_reg_ cells in PLNs and thymi of 12-week-old *Foxp3*^*Cre*^ (red bars) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue bars) mice (*n* = 3 per group). (**C**) FACS analysis of CD44 and CD62L expression on CD4^+^ (upper panel) and CD8^+^ (bottom panel) T cells from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ PLNs. Numbers indicate percentage of cells in the quadrants. (**D**) Frequency of CD44^−^CD62L^+^ (naive) and CD44^+^CD62L^−^ (activated) CD4^+^ (left panel) and CD8^+^ (right panel) T cells in *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ PLNs (*n* = 6 per group). (**E**) Intracellular FACS analysis of IFNγ production by CD4^+^ (upper panel) and CD8^+^ (bottom panel) T cells from *Foxp3*^*Cre*^ and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ PLNs. IFNγ^+^ T cells are gated and numbers indicate percentage of cells in the gate. (**F**) Frequency of IFNγ-expressing CD4^+^ and CD8^+^ T cells in *Foxp3*^*Cre*^ (filled bars) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (open bars) PLNs (*n* = 4 per group). (**G**) Total CD4^+^ and CD8^+^ T cell counts in *Foxp3*^*Cre*^ (filled bars) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (open bars) PLNs (*n* = 6 per group). (**H**) Frequencies of IFNγ-, IL-4-, and IL-17-expressing CD4^+^ T cells isolated from *Foxp3*^*Cre*^ (filled bars) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (open bars) spleens (*n* ≥ 3 per group). Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; NS, not significant. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. FACS, fluorescence activated cell sorting; IFNγ, interferon gamma; IL, interleukin; PLN, peripheral lymph node; SD, standard deviation; T_reg_, regulatory T.
(PDF) Click here for additional data file.

S3 Fig Immunophenotyping of *miR-142*–deficient T_reg_ cells. (**A**) FACS analysis of T_reg_ suppression activity in vitro. Purified CD4^+^ T_conv_ cells were loaded with CTV dye and incubated with FACS-sorted T_reg_ cells from *Foxp3*^*Cre*^ (red line) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue line) spleens in the presence of beads coated with anti-CD3 and anti-CD28 specific antibodies. Several T_reg_ to T_conv_ cell ratios were shown as indicated. (**B**) Left panel, FACS analysis of Annexin V-stained CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*^ (WT) or *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) spleens. Right panel, MFI of Annexin V staining on T_reg_ cells from *Foxp3*^*Cre*^ (WT) or *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) spleens. (**C**) Frequency of splenic YFP^+^ T_reg_ cells in female *Foxp3*^Cre/WT^*miR-142*^*+/+*^ and *Foxp3*^Cre/WT^*miR-142*^*fl/fl*^ mice. (**D**) MFI of GITR, CD25, CD103, PD-1, CTLA-4, and ICOS expression on splenic CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^*Cre*^ (WT) or *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) mice. Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test *, *P* < 0.05; **, *P* < 0.01; NS, not significant. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. CTV, cell trace violet; FACS, fluorescence activated cell sorting; KO, knockout; MFI, mean fluorescence intensity; T_reg_, regulatory T; WT, wild-type; YFP, yellow fluorescent protein.
(PDF) Click here for additional data file.

S4 Fig Gene expression signatures in *miR-142*–deficient T_reg_ cells. Heatmap visualization of differentially expressed cytokine, chemokine, and immune receptor genes (**A**) and T_reg_ cell signature genes (**B**). Genes highlighted in red are putative miR-142-3p targets. (**C**) Standard enrichment plot demonstrating the enrichment of up-regulated genes in *miR-142*–deficient T_reg_ cells from gene ontology term “regulation of response to interferon gamma” using the GSEA tool. (**D**) ELISA analysis of IFNγ production by *Foxp3*^*Cre*^ (WT) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO) T_reg_ cells (*n* = 4 per group). Purified CD4^+^YFP^+^ T_reg_ cells (10^6^/mL) were stimulated with anti-CD3 (5 μg/ml) and anti-CD28 (2 μg/ml) antibodies in the presence of IL-2 (50 ng/ml) for 48 hours. (**E**) MFI of phospho-Stat1(Y701) levels in *Foxp3*^*Cre*^ (WT; *n* = 6) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO; *n* = 5) T_reg_ cells. *P* values were calculated using 2-tailed Student *t* test. *, *P* < 0.05; **, *P* < 0.01. The underlying raw data can be found in S1 Data file. GSEA, Gene Set Enrichment Analysis; IFNγ, interferon gamma; IL, interleukin; KO, knockout; MFI, mean fluorescence intensity; T_reg_, regulatory T; WT, wild-type; YFP, yellow fluorescent protein.
(PDF) Click here for additional data file.

S5 Fig Characterization of the molecular mechanism by which *miR-142* controls T_reg_ cell homeostasis and function. (**A**) Diagrams (top left) and sequence alignments (top right) of putative miR-142-3p binding sites in the 3′ UTRs of *Stat1*, *Ifngr2*, *Irf1*, *Gbp3*, and *Pde3b* genes. HITS-CLIP analysis of Ago2 binding to the 3′ UTRs of *Ifngr2* (bottom-left) and *Gbp3* (bottom-right) genes in WT (blue plot) and *miR-155* KO (yellow plot) activated CD4^+^ T cells. Sequences corresponding to miR-142-3p binding sites are labeled by arrows. (**B**) Validation of *Pde3b* and *Ifngr2* as direct miR-142-3p targets by the 3′ UTR luciferase reporter assay (*n* = 2). Relative expression of WT and miR-142-3p seed mutated *Pde3b* and *Ifngr2* 3′ UTR reporter constructs upon cotransfection with either miR-142 precursor expressing plasmid or empty vector control. Expression of WT *Pde3b* and *Ifngr2* 3′ UTR reporters in the presence of empty vector were set to 1. (**C**) MFI of Hif1α in *Foxp3*^*Cre*^ (WT; red bars) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO; blue bars) CD4^+^Foxp3^+^ T_reg_ and CD4^+^Foxp3^-^ T_conv_ cells (*n* = 6 per group). (**D**) Left panel, FACS analysis of IFNγR2 expression in CD4^+^YFP^+^ T cells from *Foxp3*^*Cre*^ (red line) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue line) spleens; right panel, MFI of IFNγR2 in *Foxp3*^*Cre*^ (WT; red bars) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO; blue bars) CD4^+^YFP^+^ T_reg_ cells. (**E**) Schematic diagram and sequence conservation of 2 miR-142-5p and one miR-142-3p binding sites in the 3′ UTR of mouse *Pde3b* gene as determined by the TargetScan algorithm. (**F**) Sequence alignment of miR-142-3p binding sites in mouse Pde3b-WT and Pde3b-MUT 3′ UTR reporter constructs. Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; NS, not significant. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. FACS, fluorescence activated cell sorting; IFNγ, interferon gamma; KO, knockout; MFI, mean fluorescence intensity; SD, standard deviation; T_reg_, regulatory T; WT, wild-type; YFP, yellow fluorescent protein.
(PDF) Click here for additional data file.

S6 Fig Phenotypic analysis of *Foxp3^Cre^miR-142^fl/fl^Hif1a^+/fl^* and *Foxp3^Cre^miR-142^fl/fl^Hif1a^fl/fl^* mice. (**A**) Relative Hif1α protein expression in *Foxp3*^*Cre*^ (WT; red bar), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO; blue bar), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^+/fl^ (HET; green bar) T_reg_ cells. The Hif1α levels in WT T_reg_ cells were arbitrarily set to 1. (**B**) Frequency of CD4^+^Foxp3^+^ T_reg_ cells in splenic lymphocytes from *Foxp3*^*Cre*^ (WT; red bar; *n* = 7), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO; blue bar; *n* = 5) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^+/fl^ (HET; green bar; *n* = 3) mice. (**C**) Kaplan–Meier survival curves for *Foxp3*^*Cre*^ (red line; *n* = 27), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue line; *n* = 27), and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^+/fl^ (green line; *n* = 8) mice. Analysis of IFNγ production (**D**) and Stat1 activation (**E**) in T_reg_ cells from *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^+/fl^ mice. Left panels, intracellular FACS analysis of splenic CD4^+^Foxp3^+^ T_reg_ cells from *Foxp3*^*Cre*^ (red line; WT), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (blue line; KO) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^+/fl^ (green line; HET) mice with anti-IFNγ (**D**) and anti-pStat1 (Y701) (**E**) antibodies. Right panels, MFI of IFNγ and phospho-Stat1 (pSTAT1) in *Foxp3*^*Cre*^ (WT; red bar), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO; blue bar) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^+/fl^ (HET; green bar) T_reg_ cells. (**F, G**) FACS analysis of immunosuppressive activity of T_reg_ cells derived from *Foxp3*^*Cre*^ (WT; red dot), *Foxp3*^*Cre*^*miR-142*^*fl/fl*^ (KO; blue dot) and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*fl*/fl^ (DKO; green dot) mice (*n* = 3) in vitro. Several T_reg_ to T_conv_ cell ratios were analyzed as indicated in the graph. Unstimulated T_conv_ cells were used as control. Representative FACS plot analysis is shown in G. (**H**) FACS analysis of CD44 and CD62L expression in splenic CD4^+^ T cells from *Foxp3*^*Cre*^, *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*+/fl*^, and *Foxp3*^*Cre*^*miR-142*^*fl/fl*^*Hif1a*^*fl/fl*^ mice. Numbers indicate percentage of cells in the quadrants. Results are shown as mean ± SD. *P* values were calculated using 2-tailed Student *t* test. *, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001; NS, not significant. The underlying numerical raw data can be found in S1 Data file. The underlying flow cytometry raw data can be found at the Figshare repository. DKO, double knockout; FACS, fluorescence activated cell sorting; IFNγ, interferon gamma; KO, knockout; MFI, mean fluorescence intensity; pStat1, phosphorylated Stat1; SD, standard deviation; T_reg_, regulatory T; WT, wild-type.
(PDF) Click here for additional data file.

S1 Data Data underlying figures. (XLSX) Click here for additional data file.

S1 Table Differentially expressed genes in *miR-142*–deficient T_reg_ cells. T_reg_, regulatory T.
(XLSX) Click here for additional data file.

S2 Table Pathway enrichment analysis by Enrichr. (XLSX) Click here for additional data file.

## Abbreviations

Ab: antibody
aGVHD: acute graft-versus-host disease
BMT: bone marrow transplantation
BrdU: 5-bromo-2-deoxyuridine
CPM: counts per million
CTLA4: cytotoxic T-lymphocyte associated protein 4
CTV: CellTrace Violet
DC: dendritic cell
DP: double positive
FACS: fluorescence activated cell sorting
FDR: false discovery rate
GITR: glucocorticoid-induced tumor necrosis factor receptor family-related gene
GLM: generalized linear model
GSEA: Gene Set Enrichment Analysis
Hif1a: hypoxia-induced factor 1 alpha
HITS-CLIP: high-throughput sequencing of RNAs isolated by cross-linking immunoprecipitation
IACUC: Institutional Animal Care and Use Committee
ICOS: inducible T-cell co-stimulator
IFNγ: interferon gamma
IL: interleukin
KO: knockout
LR: likelihood ratio
miRNA: microRNA
PD-1: programmed death-1
PMA: phorbol 12-myristate 13-acetate
pStat1: phosphorylated Stat1
pT_reg_: peripheral Treg
qCML: quantile-adjusted conditional maximum likelihood
QLF: quasi-likelihood F
RBC: red blood cell
RIN: RNA integrity number
RNA-seq: RNA sequencing
SP: single positive
T_conv_: conventional T
TCR: T cell receptor
T_eff_: T effector
Th1: T helper cell 1
T_reg_: regulatory T
TMM: trimmed mean of M values
VHL: von Hippel–Lindau
WT: wild-type
YFP: yellow fluorescent protein

How the deposited data were processed for this re-analysis (not part of the article)

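The samples were RNA-seq libraries of splenic CD4+YFP+ Treg cells from 3 Foxp3Cre (WT) and 3 Foxp3Cre miR-142fl/fl (KO) female mice, with 1 library per mouse. The authors' methods state that reads were aligned with HISAT to mm10 and counted with featureCounts without regard to strand. The deposited matrix holds whole numbers, raw counts per gene without normalization, for 24421 genes. All 6 of its sample columns were used. The values of some single genes are not reported here. Total counts ranged from 13883069 to 24042994 per library. A count at the floor of 3 corresponded to between 0.123 and 0.227 CPM.

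Genes were matched to the GENCODE vM21 annotation of GRCm38, the build that mm10 names, by symbol (23336 genes) or by synonym (664 genes), and 421 were not matched. Genes with more than 1 CPM in at least 3 libraries were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the QLF test without robust estimation and an FDR threshold of 0.05. In this version the default of the QLF fit is the earlier quasi-dispersion, so the alternative that sets this option is identical to the main setting. The QLF, likelihood ratio and exact tests were also required together, the criterion the paper gives. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and with fry and an estimated correlation. The Reactome sets came from the mouse file distributed with fgsea 1.28.0. Under DESeq2 1.42.0 the set test used its Wald statistics. Permutation tests on single genes used log2 of CPM plus 0.5. Odds ratios of 7-mers were Mantel-Haenszel estimates over 10 bins of 3′ UTR length. Genomic positions are those of GRCm38.

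Choices of test, filter, named genes and most alternatives were made before the data were examined. The named genes were every gene the paper names for the RNA-seq, Bzrap1 as the first gene of S1 Table, and the 5 genes with the smallest p-values in each direction whose KO libraries all lay on the same side of the WT libraries. The Reactome sets other than interferon gamma signaling, the newer quasi-dispersion, the robust setting, the correction for GC content and length, and the second lists of marker genes were chosen after seeing the data. Alternatives covered normalization, DESeq2, the filter, thresholds, a block on replicate number, set tests, site types and leaving out each library in turn. Marker lists for neutrophils, monocytes and macrophages, B cells, CD8 and NK cells, erythroid cells, male accessory glands, Y-linked genes and Xist were read in each library. Xist lay between 1232 and 1715 CPM in all 6 libraries. The Y-linked list summed to 0.0684 CPM or less and the male accessory gland list to 0.274 CPM or less.

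The steps were tested on simulated counts with the real means and library sizes and a dispersion of 0.02. The real libraries varied more, with a common biological coefficient of variation, the square root of the dispersion, of 0.212. The rates that follow may therefore not hold for them. Of 196 changed genes tested, the QLF test called 189 (96.4%), with 16 false calls among 205. Camera called the raised set and 0 of 200 unchanged sets. A 7-mer planted in 200 of 400 genes ranked 1.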

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

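The tests of library size and labelling for KO replicate 1, and those of transcription running on and of other cells for Bzrap1, were chosen only after the result was seen.

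The library of KO replicate 1 held transcripts of marker genes of other cell types, which the paper does not discuss. The summed CPM of 13 neutrophil genes was 1038 in KO replicate 1, 16.8 and 49.5 in KO replicates 2 and 3, and between 4.37 and 5.91 in WT. For 12 monocyte and macrophage genes the sum was 2297 in KO replicate 1, 84.0 and 67.7 in the other KO libraries and between 104 and 107 in WT. Cybb alone gave 56.7 to 65.6 CPM in WT, and 15.1 and 12.0 CPM in KO replicates 2 and 3. These sums therefore do not show that KO replicates 2 and 3 hold less RNA of other cells than WT. Csf1r was at 12.6 and 0.890 CPM in them, against 0.830 or less in WT. For 9 B cell genes the sum was 2314 in KO replicate 1, 202 and 285 in the other KO libraries and between 59.7 and 71.9 in WT. Most of the B cell sum was Cd74, at 2097 CPM, a gene that other antigen-presenting cells express too. Lyz2 reached 371 CPM, S100a9 247 CPM and S100a8 176.3 CPM in KO replicate 1. The CD8 and NK list summed to 45.5 CPM there and between 14.7 and 18.0 elsewhere, and the erythroid list to 35.7 CPM there and 3.63 or less elsewhere. In every WT library, 1 neutrophil, 4 monocyte and macrophage and 3 B cell genes exceeded 1 CPM, so the lists are not specific to other cells.

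Labelling and library size are argued against by the tables. Mir142b was at 0.389 CPM in KO replicate 1, near the KO mean of 0.370 and far below the WT mean of 6.33. At equal library totals, the summed marker counts of KO replicate 1 were 13.8 times those of the highest other library. A candidate explanation is RNA from other splenic cells. Second lists of B cell, macrophage and neutrophil genes, written before those genes were looked up, gave 32 of 33 genes with more than 3 counts highest in KO replicate 1, which could have come out otherwise. Their sums there were 2509, 5332 and 211 CPM, against at most 191, 592 and 53.9 elsewhere. In every WT library 4, 5 and 2 of their genes exceeded 1 CPM. In the second B cell list Cd83, at 137 to 158 CPM, made up most of each WT sum. From that list, H2-Aa was at 25.5 and 28.9 CPM in KO replicates 2 and 3, against 0.677 or less in WT. Cd22 went the other way, at 0.984 and 1.09 CPM against 15.5 or more in WT. Expression of marker genes by Treg cells of the KO replicate 1 mouse was not tested and stays open, as does a difference in that mouse's inflammation.

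Bzrap1, a gene that the paper's text does not discuss, had a log2 fold change of 8.63. It is not explained by RNA from other cells in KO replicate 1. Its CPM there was 0.906 of the mean of KO replicates 2 and 3. Several genes around Mir142 changed in both directions. Rnf43 had a log2 fold change of -2.20 and 1110028F11Rik of -2.11 upstream, and Mpo, which is also on the neutrophil list, of 5.45 downstream. Within 5 Mb, 24.1% of 83 tested genes were called, against a median of 18.4% for windows around other genes. Of such windows, 16.9% had a share as high, so this share neither shows nor excludes variants of the strain around the targeted locus. Transcription running on from the altered locus may raise Bzrap1, which lies downstream on the same strand. The nearest upstream gene, Supt4a, had a log2 fold change of -0.32, but an upstream gene cannot test transcription running on downstream. Counts per gene do not show reads between genes, so this explanation stays open. The deletion of Mir142 itself is the biological difference of the design and stays open.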

How the results depend on the processing

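In the fits that each left out 1 of the 6 libraries, called genes ranged from 691 to 2340 in the QLF test (483 to 1403 higher and 208 to 937 lower) and from 679 to 2073 in all 3 tests (477 to 1279 higher and 202 to 856 lower), in each case lowest without WT replicate 2. The Fig 4C genes called ranged from 7 to 13, the Fig 4A genes from 13 to 16, the cytokine, chemokine and receptor genes from 9 to 30 higher and from 3 to 12 lower, and the Treg signature genes from 11 to 17. Fewer libraries per group is part of how these fits were built, and without a KO library 17 of the 20 Fig 4A genes passed the CPM filter and were tested. The Fisher p of the cytokine family ranged from 0.052 to 1. The log2 fold change of Pde3b ranged from 1.44 to 1.78 and that of Hif1a from -0.29 to 0.0041, reversed to 0.00414 without KO replicate 2.

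Across the same fits, the camera p ranged from 7.27e-10 to 1.02e-08 for the Fig 4C genes, from 0.000527 to 0.0161 for the 3p.1 genes, from 0.000116 to 0.00806 for the 3p.2 genes and from 0.489 to 0.808 for the 5p genes. It ranged from 0.31 to 0.745 for interferon gamma signaling, from 0.00465 to 0.09 for Immune System, from 0.086 to 0.48 for Cytokine Signaling, from 0.0522 to 0.335 for VEGF, from 0.0271 to 0.182 for Interleukins and from 0.0566 to 0.349 for VEGFA-VEGFR2. Immune System passed 0.05 in the full fit and not without KO replicate 1 (0.09002). The direction of the 5p genes reversed without WT replicate 1, with a camera p of 0.677, and without KO replicate 2, with 0.489, and that of interferon gamma signaling without KO replicate 1, with 0.462. The odds ratio ranged from 2.17 to 2.79 for ACACTAC, from 2.15 to 2.30 for AACACTA and from 0.874 to 1.06 for ACTTTAT.

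Among the other alternatives, both 3p sets kept their direction and stayed under 0.05 in all 17 of them, and the Fig 4C set in all 13. An FDR under 0.01 gave 686 genes in the QLF test (490 higher and 196 lower), and the same numbers, 686, 490 and 196, in all 3 tests. DESeq2 gave the most genes, 2863. At least a 2-fold change in the QLF test gave 799 (570 higher and 229 lower). The numbers at these 2 thresholds follow from their strictness. A block on replicate number gave 545 lower genes and an odds ratio of 0.889 for ACTTTAT. The numbers do not pair the mice, since the deviations of like-numbered WT and KO libraries correlated at 0.073, -0.012 and -0.188 across genes. Library size alone gave a Fisher p of 0.0056 for the cytokine family, and no filter gave 0.0282 with 6 lower genes. DESeq2, with or without independent filtering, gave 0.0248 for it, 0.0193 for Cytokine Signaling and 0.0226 for Interleukins. With fry, Cytokine Signaling reached 0.0289, Interleukins 0.00453 and VEGFA-VEGFR2 0.0479, and with an estimated correlation Immune System had 0.271. The direction of interferon gamma signaling reversed when the genes of Fig 4C were left out, with a camera p of 0.469. The direction of the 5p genes reversed against matched random gene lists, with a p from those lists of 0.691. In down-regulated genes the odds ratios were 0.648, 0.495 and 0.804 for ACACTAC, AACACTA and ACTTTAT. For these changes the cause was not tested. DESeq2 and the block gave no count for all 3 tests together.

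Of 47 named genes other than Pde3b and Hif1a, 32 kept their direction and their side of the threshold in every alternative that tested them. In the 270 fits of a gene that left out a library, 37 were no longer past the threshold and 1 newly was. In the 511 others, 4 were no longer and 6 newly past it. In both groups, 0 changed direction.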

Differences from the paper's values

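The number of differentially expressed genes, 1996 (1246 higher and 750 lower) against the paper's 1520 (988 and 532), lay within 1.5 times of it. With robust dispersions and the classic exact test, chosen after seeing the values, the numbers were 1520, 988 and 532, as in the paper. The log2 fold changes of all 1997 genes of S1 Table in the copy used here, of 11658 in all, were identical to those computed here.

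For Ifngr2, the log2 fold change was 0.54, against the paper's 1.29, computed from the Fig 4C values in S1 Data. None of the alternatives set before the data were examined closed the gap. For H2-T23, the log2 fold change was 0.63 against the paper's 0.98 from the same values. Without KO replicate 2 it was 0.72, within the larger error, and no other alternative set before the data were examined closed the gap. Other genes of Fig 4C differed too, by less than the larger spread between replicates. Among them H2-D1 had 0.48 here against the paper's 0.96, a wider gap than that of H2-T23, and Socs3 had 1.07 against the paper's 0.66. The scale of the Fig 4C values is not stated. The paper's S1 Table gives 0.54 for Ifngr2, equal to the value computed here.

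The paper shows Irf1 among the IFNγ-associated genes that are higher in KO. Its FDR was 0.051 here, and it was called with DESeq2, without KO replicate 2, with the newer quasi-dispersion and with robust dispersions, the last pair chosen after seeing the values. Its FDR over the alternatives ranged from 0.00833 to 0.184.

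The paper states enrichment of the IFNγ signaling network. The Reactome interferon gamma signaling set had a camera p of 0.493 here, with a different set and test from the paper's. The paper names Irf1 as a putative miR-142-3p target by TargetScan, and no canonical site of its seeds was found here in its longest annotated 3′ UTR.

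The ranked gene list given for Fig 4B in S1 Data starts with Svs2, at the paper's log2 fold change of 13.46, a gene with 0 counts in all 6 libraries, as has Svs5 in its place 13. Of the first 1998 genes of the 11154 in that list, 1758 were found in the matrix by symbol and 12 of those had 0 counts in all 6 libraries. The genes S100a8, Ngp, S100a9, Lcn2, Csf3r and Camp, all among its first 20, are on the neutrophil list and had 3177, 3006, 4459, 1177, 1091 and 654 counts in KO replicate 1, against at most 18 in any other library.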

Other observations

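Each result of the fits was also computed for the 10 ways of splitting the 6 libraries into 3 and 3. As many genes were called in 1 of the 10 splits, the real one, for the QLF test and for all 3 tests together, for the Fig 4C, Fig 4A, cytokine and Treg lists, and the odds ratio of ACACTAC was as large in 1 of the 10. The other 9 splits called 0 genes, with between 97 and 806 genes at an unadjusted p under 0.05, against 4060 in the real groups. With 0 genes called, they could not match the list counts, the count for all 3 tests or the odds ratio. Those are therefore not separate results. A camera p as small was seen in 3 of the 10 splits for the 3p.1 genes, 3 for the 3p.2 genes, 10 for the 5p genes and 8 for interferon gamma signaling. For the 3p sets, the 5p set and interferon gamma signaling, other splits thus gave a camera p as small as the real groups, and this count does not set the real groups apart. For the results seen in 1 of the 10, the share cannot fall under 0.1, so 10 splits cannot show that it is small.

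The tests of a few abundant genes and of the Fig 4C genes below were chosen only after the result was seen. RNA from other cells in KO replicate 1 does not account for most of the higher genes. Without that library, 990 of the 1350 genes higher in KO were still called higher, 230 were tested and not called higher and 130 were no longer tested. Of the 30 cytokine, chemokine and receptor genes, 25 were still called higher. So were 12 of the 13 genes of Fig 4C that were called with all 6 libraries. All 14 genes of Fig 4C lay above every WT library in both KO replicates 2 and 3, but this was already known from the full groups. As many genes, 130 and 4 of the 30, were no longer tested without KO replicate 2 or without KO replicate 3, since with 2 KO libraries a gene near 0 in WT cannot pass the filter. Their loss therefore says nothing about KO replicate 1. Leaving out KO replicate 1 does not test RNA from other cells in KO replicates 2 and 3. The larger number of higher than lower genes was not removed by taking out a trend on GC content and length (60.8% higher) or the 10 most abundant genes (57.1% higher), against 61.4%. The share was 59.8% with RLE size factors and 47.0% with scaling by library size alone, so the excess itself depends on the normalization. The median log2 fold change of all tested genes was 0.02 with TMM and -0.06 with library size alone.

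The 3p.1 genes stayed higher with the trend on GC content and length removed, with a camera p of 0.000595. Among 10000 random lists matched on 3′ UTR length and expression, 0 had a median as high for the 3p.1 genes and 0 for the 3p.2 genes, so 3′ UTR length or expression level alone does not give their medians. For the 5p genes 6560 lists had a median as high, so their median is where length and expression alone put it.

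For the surface markers that the paper measured as protein in Fig 3H, the log2 fold changes in RNA were 0.81 for Tnfrsf18 (FDR = 0.00877), 1.77 for Il2ra, 2.18 for Itgae (FDR = 0.000508), -0.93 for Pdcd1 (FDR = 0.0677), 0.32 for Ctla4 (FDR = 0.642) and -0.20 for Icos (FDR = 0.291). The cytokine RNA values below are not measures like the paper's protein values. The methods describe no stimulation before RNA isolation, whereas IFNγ protein was measured after stimulation in culture. The paper's IL-4 and IL-17 values are for splenic CD4+ T cells, not sorted Treg cells. For Ifng the log2 fold change was -0.78 (95% CI -2.20 to 0.64, FDR = 0.402), with 14.5 ± 9.44 CPM in WT and 8.37 ± 5.82 CPM in KO (SD, n = 3 per group). The groups overlapped through KO replicate 1 at 15.0 CPM. KO replicates 2 and 3, at 5.68 and 4.38 CPM, lay below the WT libraries at 5.85, 13.0 and 24.6 CPM. Over the alternatives the log2 fold change of Ifng ranged from -1.54 to -0.17, with a lowest FDR of 0.083. For Il4 the log2 fold change was 1.39 (FDR = 0.00833), and Il17a had 0 counts in all 6 libraries.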
